# HuR expression in adipose tissue mediates energy expenditure and acute thermogenesis independent of UCP1 expression

**DOI:** 10.1080/21623945.2020.1782021

**Published:** 2020-07-25

**Authors:** Sarah R. Anthony, Adrienne Guarnieri, Lindsey Lanzillotta, Anamarie Gozdiff, Lisa C. Green, Katherine O’Grady, Robert N. Helsley, A. Phillip Owens, Michael Tranter

**Keywords:** HuR, adipose tissue, brown fat, thermogenesis, UCP1, gene expression, calcium transport

## Abstract

The goal of this study was to define the functional role of adipocyte-specific expression of the RNA binding protein Human antigen R (HuR). Mice with an adipocyte-specific deletion of HuR (*Adipo-HuR^−/-^*) were generated by crossing HuR floxed (*HuR^fl/fl^*) mice with mice expressing adiponectin-driven cre-recombinase (*Adipoq-cre*). Our results show that *Adipo-HuR^−/-^* mice display a lean phenotype compared to wild-type littermate controls. HuR deletion results in a diet-independent reduction in percent body fat composition along with an increase in energy expenditure. Functionally, *Adipo-HuR^−/-^* mice show a significant impairment in acute adaptive thermogenesis (six hours at 4°C), but uncoupling protein 1 (UCP1) protein expression in brown adipose tissue (BAT) is unchanged compared to control. Pharmacological inhibition of HuR also results in a marked decline in core body temperature following acute cold challenge independent of UCP1 protein expression. Among the 588 HuR-dependent genes in BAT identified by RNA-seq analysis, gene ontology analysis shows a significant enrichment in mediators of calcium transport and signalling, almost all of which are decreased in *Adipo-HuR^−/-^* mice compared to control. In conclusion, adipocyte expression of HuR plays a central role in metabolic homoeostasis and mediates UCP1-independent thermogenesis in BAT, potentially through post-transcriptional control of intracellular calcium transport.Abbreviations: Adipo-HuR^−/-^: Adipocyte-specific HuR deletion mice; BAT: Brown adipose tissue; HuR: Human antigen R; UCP1: Uncoupling protein 1

## Introduction

Obesity, a heterogeneous metabolic disease characterized by an excessive accumulation of body fat, is a rising economic burden in the United States as well as an obstacle to individual and societal health and longevity. Strong evidence has provided a link between obesity and several chronic diseases such as type II diabetes, respiratory disease, vascular disease, cancer, and cardiovascular disease. There is a current unmet need for effective obesity therapeutics, and stimulating energy expenditure in mitochondria-rich brown adipose tissue (BAT) represents a promising strategy/therapeutic target for safely increasing metabolic rate and reducing obesity.

Unlike white adipose tissue (WAT), the primary role of which is to store energy in the form of lipid droplets, BAT is highly metabolically active, uncoupling mitochondrial ATP synthesis resulting in the generation of heat. Recent work has demonstrated the existence of metabolically active BAT in adult humans [1–3]. More importantly, the energy expenditure of human BAT can be enhanced through cold or adrenergic stimulation, similar to BAT in rodents [1,3–6], suggesting these processes could be manipulated for therapeutic benefit. The thermogenic uncoupling of mitochondrial ATP synthesis, which can account for up to 20% of total energy expenditure [7], is achieved by the uncoupling proteins (UCP). There are three distinct (and conserved) members of the UCP family found in the human genome: UCP1, UCP2, and UCP3. UCP1, expressed exclusively in BAT, is upregulated by cold-induced β_3_-adrenergic signalling, and is therefore critically important for the regulation of BAT-mediated thermogenesis [6,8].

Human antigen R (HuR; ELAV-like protein 1 – *elavl1*) is an RNA binding protein that mediates gene expression through stabilization of mRNA targets and is highly expressed in both WAT and BAT [9]. Prior *in vitro* evidence shows that HuR protein expression is increased during adipocyte differentiation in 3T3-L1 cells, and siRNA-mediated knockdown of HuR inhibits adipocyte differentiation via decreased C/EBPβ, a key transcriptional regulator of peroxisome proliferator-activated receptor gamma (PPAR-γ) [10,11]. HuR has also been suggested to regulate the expression of a critical glucose transporter (GLUT-1) in mature adipocytes [12]. Despite this compelling *in vitro* data, a clear role for HuR in adipocyte function *in vivo* has yet to be delineated. To determine a functional role for HuR in adipocyte biology, we generated adipocyte-specific HuR-deficient mice (*Adipo-HuR^−/-^*) and show that deletion of HuR leads to a disruption of BAT architecture and acute thermogenic function independent of UCP1 expression. Application of RNA-seq analysis to identify the underlying mechanisms via transcriptome-wide changes in HuR-dependent gene networks show a suppression of genes involved in intracellular calcium cycling upon HuR deletion.

## Materials and methods

### Mouse models

All mouse studies were approved by the University of Cincinnati Institutional Animal Care and Use Committee (IACUC). HuR floxed mice were described by Ghosh et al [13] and obtained from Jackson Labs (stock # 021431). To generate an adipose-specific HuR deletion model (*Adipo-HuR^−/-^*), HuR-floxed mice were crossed with mice harbouring an adiponectin-specific Cre recombinase transgene (*AdipoQ-Cre*) (Jackson Labs, stock # 010803), a gift from Dr. David Hui (University of Cincinnati). Wild-type (*wt/wt-cre^+^; flox/flox-cre^−^; wt/flox-cre^−^*) littermates were used as controls. Mice were housed in the University of Cincinnati vivarium at 23°C.

### Metabolic studies

Male mice, 9 weeks of age, were placed on a high fat diet (HFD; 45% kcal from fat; Research Diets, Inc, D12451) or control chow (10% kcal from fat; D12450B) for 22 weeks. Body weight was measured weekly. Glucose tolerance was assessed after 20 weeks on diet by continuous monitoring of blood glucose levels following an intraperitoneal injection of 45% glucose solution (1 g/kg). Total food intake, activity, oxygen consumption (vO_2_), and carbon dioxide (vCO_2_) production were continuously measured for individual mice over three consecutive days via indirect calorimetry using a Comprehensive Lab Animal Monitoring System (CLAMS/Oxymax, Columbus Instruments) after 21 weeks on diet. Data shown is based on the three-day average for each mouse. NMR was used to determine percent lean and fat body mass. Mice were euthanized after 22 weeks on diet. All metabolic measurements and body mass composition analyses were performed by the University of Cincinnati Mouse Metabolic Phenotyping Core (MMPC).

### Tissue and plasma processing

At time of euthanasia, mice were sedated with 3% isoflurane and blood collected into 3.2% sodium citrate to collect plasma via centrifugation at 4,000 x g at room temperature, which was snap frozen. Mice were subsequently euthanized via thoracotomy and tissues were removed, weighed, and either flash frozen in liquid nitrogen or fixed in 4% paraformaldehyde in PBS for further analysis. Plasma lipid assessments (total cholesterol, nonesterified fatty acids (NEFAs), and triglycerides) were performed via colorimetric assays at the MMPC.

### Cold challenge

Mice were fasted overnight, placed in individual cages with food and bedding removed at 4°C. Core body temperature was monitored by rectal probe at least every hour. When core body temperature fell outside of euthermic range (below 32°C), mice were returned to room temperature with bedding, food, and supplemental care. Thermal imaging was done using a Flir One Pro thermal camera (Flir Systems, Inc.).

### Pharmacological inhibition of HuR

Ten-week old male *C57BL/6J* mice (Jackson Labs, stock #000664) underwent six-hour cold challenge as described above, with intraperitoneal injection of HuR inhibitor (Dihydrotanshinone; 10 mg/kg; Sigma D0947) or vehicle (DMSO) one hour prior to cold exposure. Mice were euthanized immediately following cold challenge, and blood and tissues were collected, as described in the previous sections.

### Histological analysis

Fixed tissues were paraffin embedded by the Cincinnati Children’s Hospital Medical Center Department of Pathology Research Core (Cincinnati, OH, USA) and sectioned at 6 μm thickness and subsequently stained with haematoxylin and eosin (H&E). Lipid droplet size was calculated using edge thresholding in ImageJ (NIH, Bethesda, MD).

### Protein isolation and Western blotting

Total protein was isolated from crushed tissue in RIPA buffer with 0.5 mM DTT, 0.2 mM sodium-orthovanadate, and a protease inhibitor mixture tablet (Complete mini; Roche Applied Science). Ten μg of protein extract per lane was separated on a 10% polyacrylamide gel and transferred to a nitrocellulose membrane. Blocking was performed for 1 h at room temperature using 4% BSA in 0.1% Tween 20, tris-buffered saline (T-TBS). Primary antibodies for UCP1 (Novus Biologicals NBP2-20,796) and HuR (AbCam ab200342) were incubated overnight at 4°C, and secondary antibodies were incubated for 1–2 h at room temperature in T-TBS. Loading was normalized to total protein using TGX Stain Free precast gels (BioRad, Hercules, CA) as described [14]. Images were captured and analysed using a ChemiDoc Imaging System and ImageLab software (BioRad).

### RNA-seq analysis

RNA was isolated from BAT as previously described [15] and poly(A) library preparation and sequencing were done by the CCHMC DNA sequencing and genotyping core. Sequence read mapping, principal component analysis, differential expression analysis, heat mapping, and generation of volcano plots were done using CLC Genomics Workbench (v. 20.0.2, Qiagen) as previously described [16]. The statistical significance threshold for expression between groups was defined as an FDR-corrected *P*-value less than or equal to 0.05 and a fold-change greater than or equal to 1.5. Gene ontology analysis was done using the NIH DAVID Bioinformatics Functional Annotation Tool [17,18] with an EASE score/*P*-value threshold of 0.05 and a minimum of 5 genes per group as previously described [19]. All RNA-seq data is available in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) (GSE154820).

### Statistical analysis

Data is graphed as represented as mean ± SEM unless otherwise noted. All data was tested for normality (Shapiro-Wilk) and equal variance (Brown-Forsythe). Serial measurements were analysed using multiple comparisons within a two-way ANOVA. Cold challenge was assessed using a log-rank (Mantel-Cox) test. Individual comparisons were done using Student’s t-test. All graphs were created and statistical analyses performed using GraphPad Prism 8.

## RESULTS

### Adipocyte-specific HuR-deletion induces a lean phenotype in mice

Prior *in vitro* work suggested a role for HuR in adipocyte differentiation [10], but the functional role of HuR in mature adipocytes *in vivo* has not yet been explored. We crossed HuR floxed mice [13,16] with adiponectin-cre expressing mice to induce adipocyte-specific deletion of HuR (*Adipo-HuR^−/-^*) (Figure 1(a); Fig. S1). *Adipo-HuR^−/-^* mice have a lower starting body weight compared to wild-type littermate controls that is maintained following 22 weeks on HFD or chow (Figure 1(b)), with the total weight gain in *Adipo-HuR^−/-^* and control mice being equivalent following a HFD challenge (Figure 1(c)). Importantly, *Adipo-HuR^−/-^* mice have no observable phenotype that would indicate developmental abnormalities (tibia and anogenital lengths, with and without adjustment for body weight, were both observed to be unchanged from controls; Fig. S2), and have similar food intake and total activity compared to control counterparts (Figure 1(d-e)). Analysis of body composition by NMR shows a significant reduction in percent fat mass in *Adipo-HuR^−/-^* mice (Figure 2(a)) accompanied by a trend to increase the percent lean mass (Figure 2(b)).

**Figure 1.**
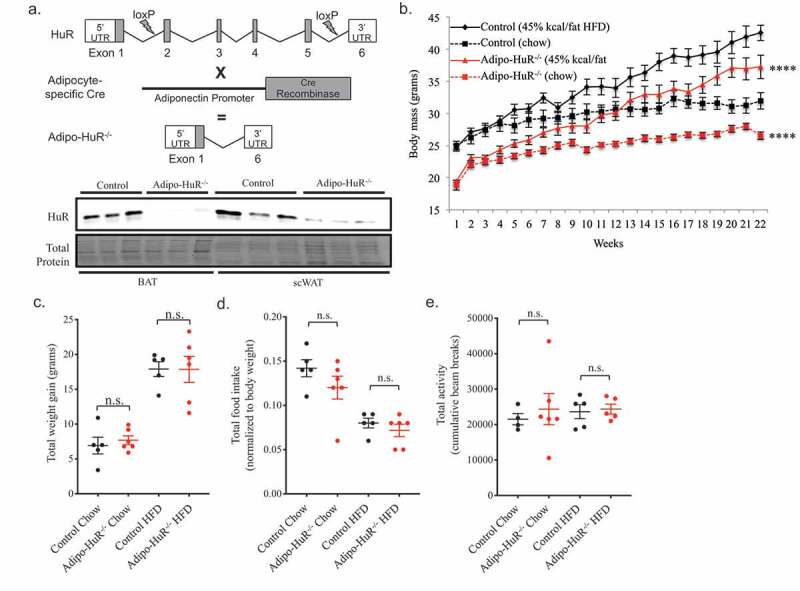
**Adipocyte-specific deletion of HuR induces a lean phenotype**. (a) Genetic scheme used to induce adipocyte-specific deletion of HuR and representative Western blot showing relative HuR expression in littermate control and *Adipo-HuR^−/-^* mice. (b) *Adipo-HuR^−/-^* and littermate control mice were placed on a 45% kcal/fat high fat or control diet for 22 weeks with weekly assessment of body weight. (c) Total weight gain in control and *Adipo-HuR^−/-^* mice following 22 weeks on 45% kcal/fat high fat or control diet. Total average daily food intake (d) and total activity (e) were assessed in each group using comprehensive lab animal monitoring systems (CLAMS) cages. For b-e, n ≥ 5 per group. **** *P* ≥ 0.0001 vs control group

**Figure 2.**
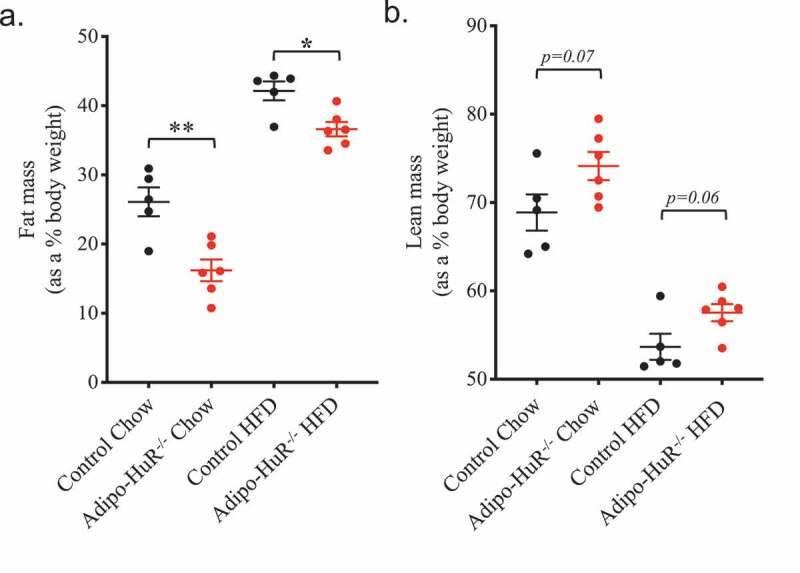
**Adipocyte-specific HuR mediates total body composition of fat and lean mass**. Body composition of (a) total fat and (b) lean mass were determined by NMR following 22 weeks on chow or HFD. n ≥ 5 per group. *P ≥ 0.05; ** *P* ≥ 0.01

Interestingly, *Adipo-HuR^−/-^* mice show no difference in serum phospholipids (Figure 3(a)), cholesterol (Figure 3(b)), triglycerides (Figure 3(c)), or NEFAs (Figure 3(d)) compared to control mice on either chow or HFD. Similarly, deletion of HuR does not impact glucose tolerance in chow or HFD fed mice (Figure 3(e-f)).

**Figure 3.**
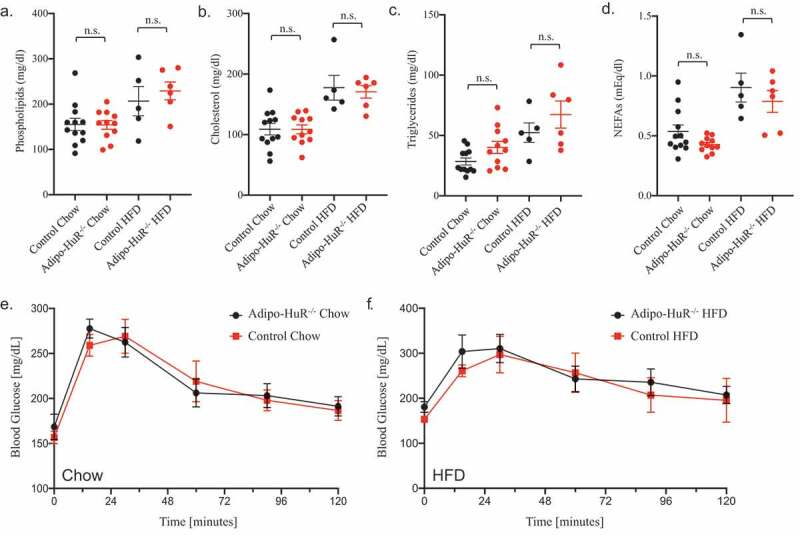
**Adipocyte-specific deletion of HuR does not affect serum lipids or glucose tolerance**. Total serum (a) phospholipids, (b) cholesterol, (c) triglycerides, and (d) non-esterified fatty acids (NEFAs) were assessed in control and *Adipo-HuR^−/-^* mice following 22 weeks on 45% kcal/fat or control diet. Glucose tolerance was assessed in mice fed control (e) or 45% kcal/fat diet (f). n ≥ 5 per group. No statistical significance was found among any groups

### Adipocyte expression of HuR mediates whole body energy expenditure

To determine if HuR in the adipocytes plays a functional metabolic role, energy expenditure was assessed by CLAMS. Oxygen consumption (vO_2_; ml/kg/min) and total energy expenditure (HEAT; cal/hr/kg) were both significantly increased in *Adipo-HuR^−/-^* mice (Figure 4(a,c), respectively). However, the amount of CO_2_ produced (vCO_2_; ml/kg/min) was not significantly different between the two groups (though trending higher in *Adipo-HuR^−/-^* mice; Figure 4(b)), thus leading to significant changes in the respiratory exchange ratio (RER) between the two groups (Figure 4(d)) suggestive of differential substrate utilization. These HuR-mediated changes in energy expenditure are also independent of diet as similar changes were observed in HFD fed mice (Fig. S3).

**Figure 4.**
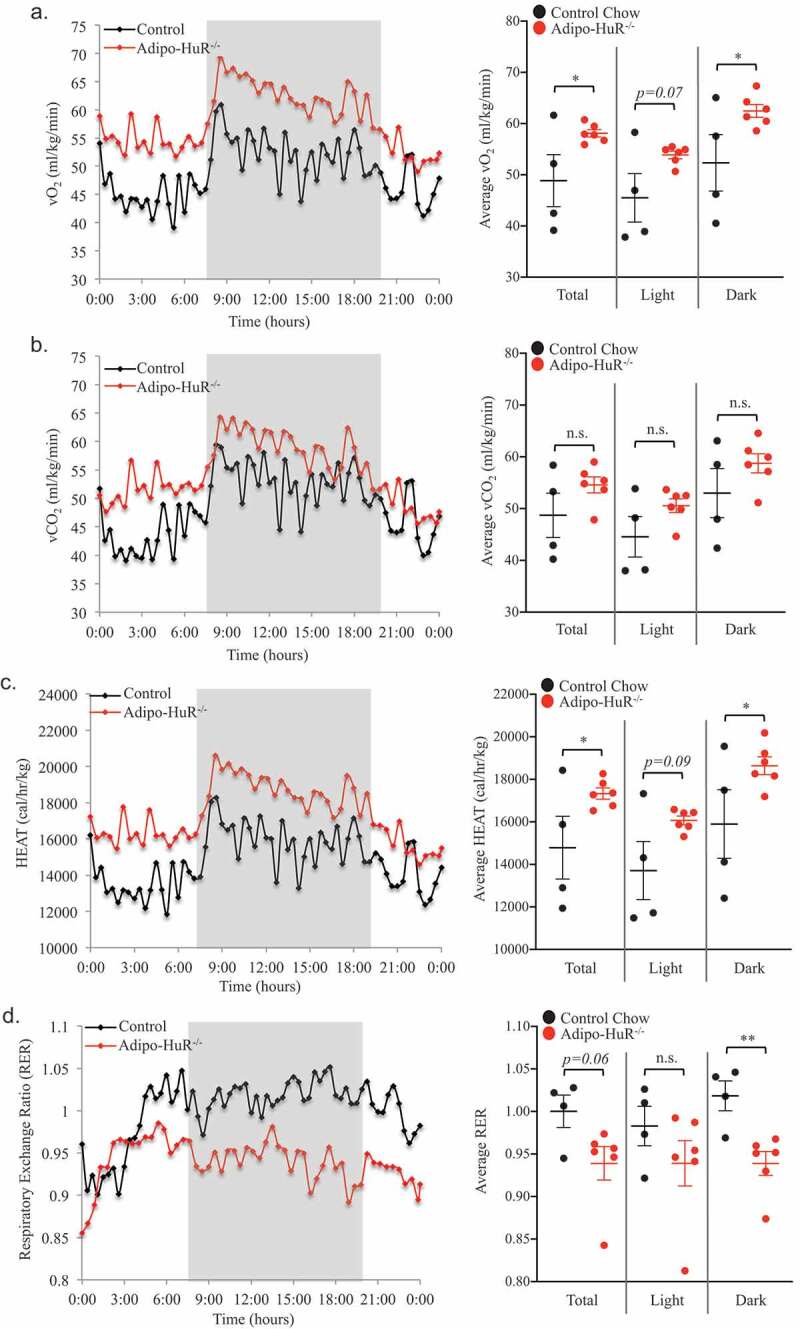
**Energy expenditure is increased in Adipo-HuR^−/-^ mice**. Daily oxygen consumption (vO_2_) (a) and vCO_2_ production (b) were measured using the Oxymax system. Total energy expenditure (HEAT) (c) and respiratory exchange ratio (RER) (d) were then determined based on vO_2_ and vCO_2_ values. Shaded area represents dark housing cycle and data is represented as both rolling daily average (left) and total, light, and dark averages (right). n ≥ 4 per group. *P ≥ 0.05; ** *P* ≥ 0.01

### HuR mediates individual fat depot mass and lipid droplet size in BAT

As the primary phenotypic difference in *Adipo-HuR^−/-^* mice is percent fat mass, we investigated the impact of HuR deletion on the mass of individual adipose depots. Similar to the decrease in total percent body fat observed in Figure 2(a), *Adipo-HuR^−/-^* mice have a significant (or strongly trending) decrease in individual fat depot mass of subcutaneous, retroperitoneal, and gonadal WAT and interscapular BAT (Figure 5(a-d), respectively; similar trends were observed when normalized to body mass – data not shown). However, upon deeper examination, the most striking phenotypic observation at the cellular level was increased basal density of BAT from *Adipo-HuR^−/-^* mice maintained on a control chow diet (Figure 5(e)) accompanied by a decrease in lipid droplet size (Figure 5(f)).

**Figure 5.**
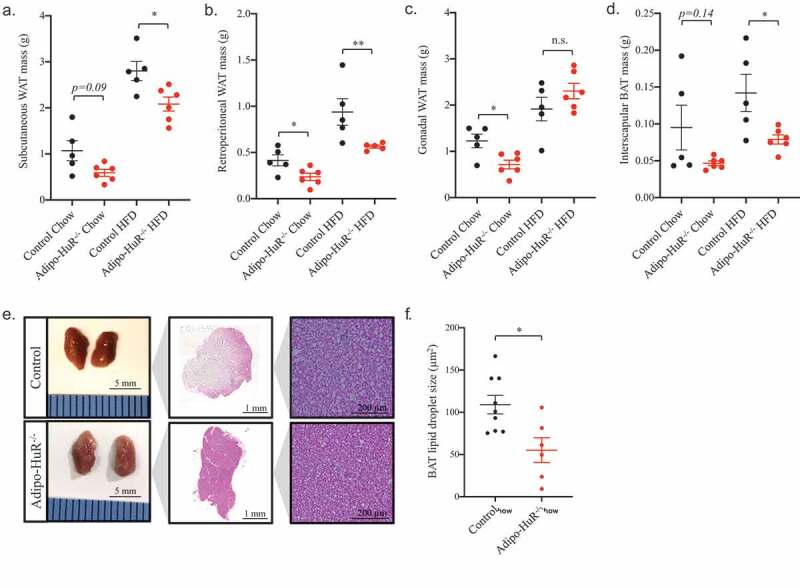
**HuR deletion reduces individual fat depot mass and BAT lipid droplet size**. Mass of subcutaneous (a), retroperitoneal (b), and gonadal (c) WAT and interscapular BAT (d) were assessed for each animal upon euthanasia. (e) Representative images of whole and H&E stained interscapular BAT from control and *Adipo-HuR^−/-^* mice. (f) Quantification of individual lipid BAT droplet size. n ≥ 5 per group. *P ≥ 0.05; ** *P* ≥ 0.01

### HuR mediates acute thermogenesis independent of UCP1 expression

To assess whether the difference in BAT lipid droplet size has a functional impact on the thermogenic function, mice were subjected to a six-hour cold challenge at 4°C with hourly monitoring of core body temperature. *Adipo-HuR^−/-^* mice exhibited a more rapid decline and larger drop in core body temperature within the first few hours when housed at 4°C (Figure 6(a)). Additionally, *Adipo-HuR^−/-^* had a much smaller proportion of mice maintaining euthermic core body temperature following 6 hours at 4°C (Figure 6(b)), with a visual difference in body temperature via thermal imaging after just 60 minutes at 4°C (Figure 6(c)).

**Figure 6.**
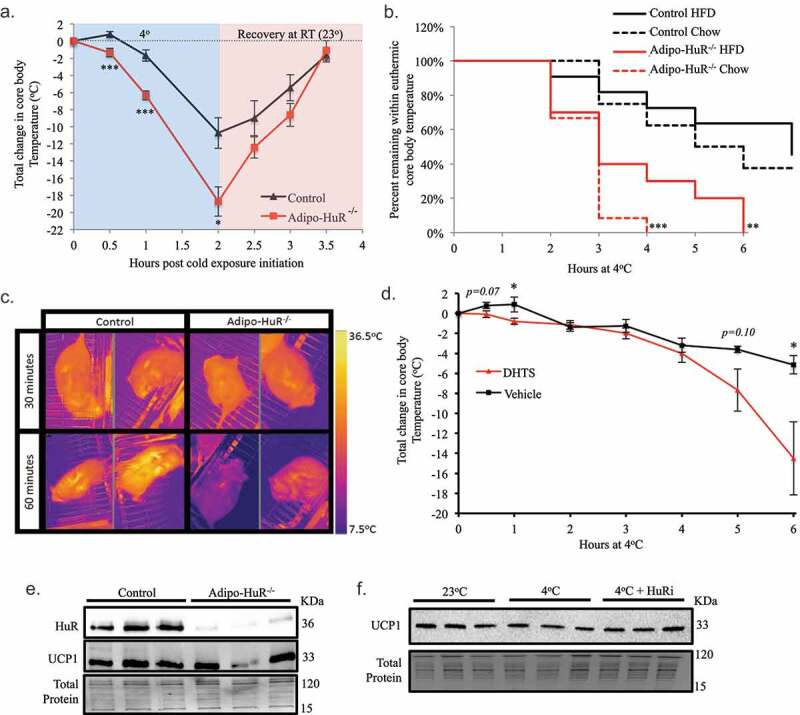
**HuR mediates acute thermogenesis independent of UCP1 expression**. (a) Control and *Adipo-HuR^−/-^* mice were subjected to a 4°C cold challenge with hourly monitoring of core body temperature. (b) Percentage of mice remaining within euthermic core body temperature range (32-37°C) at each hour. (c) Representative thermal images of control and *Adipo-HuR^−/-^* mice after 30 and 60 minutes at 4°C. (d) Mice with treated with HuR pharmacological inhibitor (DHTS; 10 mg/kg) or vehicle control and exposed to 4°C cold challenge for 6 hours. (e) Representative Western blot of HuR and UCP1 expression in BAT from control and *Adipo-HuR^−/-^* mice. (f) Representative Western blot of UCP1 protein expression in BAT from wild-type mice housed at room temperature (25°C), 4°C, or 4°C in the presence of a HuR pharmacological inhibitor (DHTS; 10 mg/kg) for 6 hours. For a and b, n ≥ 8 per group. *P ≥ 0.05; ** P ≥ 0.01; *** P ≥ 0.001

To determine whether the thermogenic deficiency of *Adipo-HuR^−/-^* mice is an acute effect mediated by HuR in response to cold and not a compensatory effect of HuR deletion, a separate group of *C57BL/6 J* mice were subjected to acute cold challenge following pre-treatment with a HuR pharmacological inhibitor. Compared to vehicle treated mice, mice given a HuR inhibitor (DHTS, 10 mg/kg) 60 minutes prior to cold exposure exhibit a larger drop in core body temperature (Figure 6(d)). Interestingly, HuR inhibition also prevented the immediate small increase in core body temperature in vehicle treated mice within the first hour of cold exposure (also observed in control mice in Figure 6(a)).

Because of the central role of UCP1 in BAT-mediated thermogenesis [8], we sought to determine if differences in UCP1 expression may be an underlying mechanism for the observed HuR-dependent thermogenesis. Surprisingly, our results show that *Adipo-HuR^−/-^* mice do not have significantly different levels of UCP1 protein expression at baseline compared to control mice (Figure 6(e)). In addition, UCP1 protein expression in the *C57BL/6J* mice was not altered by a six-hour cold challenge and pharmacological inhibition of HuR has no influence on UCP1 expression (Figure 6(f)). Together, these results demonstrate that HuR is necessary for acute adaptive thermogenesis in response to a cold challenge, independent of UCP1-expression.

### HuR mediates expression of calcium transport genes in BAT

Since HuR primarily functions as a post-transcriptional mediator of gene expression, RNA-seq was used to identify the mechanistic effect of HuR deletion on transcriptome-wide gene expression changes in BAT (Figure 7(a-c)). 

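Poly(A) libraries were sequenced from BAT RNA of 8 mice aged 28 weeks. The labels of the deposited libraries give 3 of them as control (A7, A8 and A12) and 5 as *Adipo-HuR-/-* (A24, A25, A26, A29 and A31), whereas the legend of Fig. 7 gives n = 5 control and n = 3 *Adipo-HuR-/-* BAT. The paper's text does not name the animals, so the groups below follow the labels, all 8 libraries were used, and each is called by its label. The authors deposited an estimated count for each of 105129 transcripts from 33641 genes on the mouse genome build GRCm38. These estimated counts were not normalized and were not always whole numbers, as reads that fitted several transcripts had been divided between them. Counts totalled 60622522 in A7, 51751002 in A8 and 50673814 in A12, with a control median of 51751002. In the libraries labelled *Adipo-HuR-/-* they totalled 18264754 in A24, 17558090 in A25, 67498055 in A26, 50893173 in A29 and 58727739 in A31, with a median of 50893173. A24 and A25, the libraries with the fewest counts, were both labelled *Adipo-HuR-/-*, and the other 3 libraries with this label had no fewer counts than A12. The paper's read mapping and differential expression analysis were done in CLC Genomics Workbench, which was not run here. Instead, the transcript values were summed for each gene, rounded to whole numbers and normalized by edgeR's TMM method, which scales each library by the bulk of its genes. The 14851 genes that passed edgeR's filter on low counts were tested with the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. A gene was past the threshold when its adjusted p was at most 0.05 and its fold change at least 1.5, the threshold of the paper. A positive log2 fold change stands for higher expression in the libraries labelled *Adipo-HuR-/-*, and its standard error was taken as its size divided by the square root of the test's F statistic. Expression is given as TMM-normalized CPM, the count scaled to a common library total. For single values, 3 libraries against 5 allow 56 splits. The two-sided p of an exact permutation test was taken as 2 times its smaller tail, so that it cannot be under 0.0357.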

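*Elavl1*, which encodes HuR, lies on chromosome 8 of GRCm38 from 4285382 to 4325413 on the minus strand. Its gene total was 50.6 CPM in A7, 48.0 in A8 and 49.2 in A12, the libraries labelled control. In the libraries labelled *Adipo-HuR-/-* it was 61.9 CPM in A24, 47.3 in A25, 43.4 in A26, 61.3 in A29 and 61.2 in A31. The total was therefore not lower in the libraries labelled *Adipo-HuR-/-*, with 49.2 ± 1.28 CPM (SD, n = 3) against 55.0 ± 8.95 (SD, n = 5), a log2 fold change of 0.16 (standard error 0.162, adjusted p = 0.667 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped (two-sided exact permutation p = 0.357). The gene total thus does not check the labels, and every direction given for these libraries rests on the labels. The annotation lists a pair of protein-coding transcripts, each with 6 exons, that differ in the first exon and in the length of the 3ʹUTR. The long-3ʹUTR transcript starts in an exon from 4324886 to 4325413 and has a 3ʹUTR of 4221 bases, whereas the short-3ʹUTR transcript starts in an exon from 4312557 to 4312619 and has a 3ʹUTR of 1260 bases. The first exon of the long-3ʹUTR transcript overlaps *Ccl25*, which begins at 4325210 on the plus strand, and whether the authors' counting used strand is not stated in the paper's text. The long-3ʹUTR transcript was estimated at 13.1 ± 3.21 CPM (SD, n = 3) in the libraries labelled control and 5.20 ± 1.22 CPM (SD, n = 5) in those labelled *Adipo-HuR-/-*, without overlap (two-sided exact permutation p = 0.0357). The short-3ʹUTR transcript was estimated at 36.0 ± 4.03 CPM (SD, n = 3) and 49.5 ± 8.63 CPM (SD, n = 5), with overlapping groups (two-sided exact permutation p = 0.0714). Of the bases of the short-3ʹUTR transcript 97.3% are also in the long-3ʹUTR transcript, whereas 39.2% of the bases of the long one are shared and 3489 are its own. The division of the count between them is less certain than their total.

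**Figure D1:**
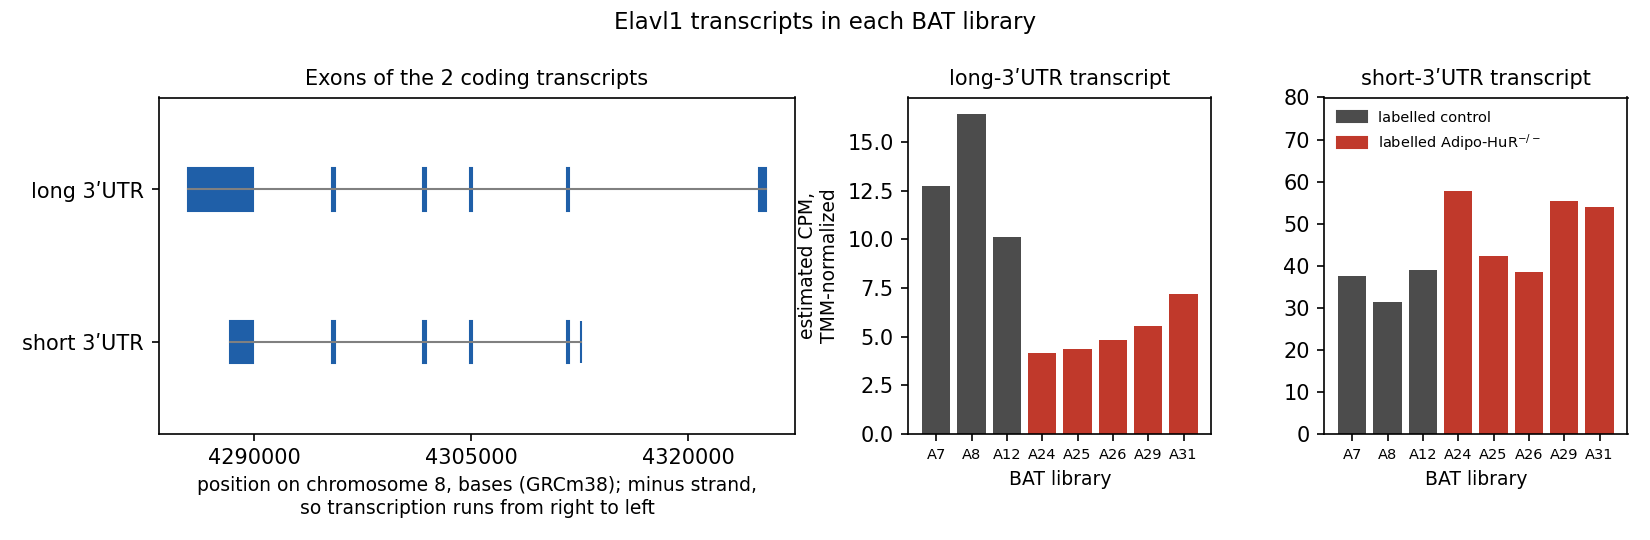
Exons of the long-3ʹUTR transcript and the short-3ʹUTR transcript by position on chromosome 8 in bases (left), and the TMM-normalized CPM estimated for each transcript, 1 bar per BAT library (middle and right; grey, labelled control; red, labelled Adipo-HuR-/-). The long-3ʹUTR transcript lay between 10.1 and 16.5 CPM in the 3 libraries labelled control and between 4.14 and 7.17 CPM in the 5 labelled Adipo-HuR-/-.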

Differential expression analysis identified 588 genes that were significantly changed in *Adipo-HuR^−/-^* mice compared to control (FDR P-Value ≤ 0.05 and fold-change ≥ 1.5; Figure 7(c); Table S1). 

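Of the 14851 genes tested, 105 were past the threshold between the libraries labelled control and those labelled *Adipo-HuR-/-* in edgeR's quasi-likelihood test. The 2 groups did not overlap for 103 of these 105 genes, and for 1701 (11.5%) of all genes tested, where chance gives 3.6%. The choice of test moved the number most upwards, with 818 genes in DESeq2's Wald test, and all 105 were among those 818. The number fell to 5 without the libraries A24 and A25, a comparison chosen after seeing the data, and all 5 were among the 105. On simulated counts with the means, spreads and totals of these libraries, the quasi-likelihood test recovered 179 of 200 genes changed by 2 on the log2 scale (89.5%) and called 11 unchanged genes, among 14552 genes tested. The changed genes were drawn only from genes above a minimum mean CPM, and genes varied independently of each other. The recovered share therefore does not cover low genes or smaller changes.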

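Among the genes past the threshold between the 2 groups of BAT libraries, 69 were lower and 36 were higher in the libraries labelled *Adipo-HuR-/-*. The lower genes made up 65.7% (95% Wilson interval 56.2 to 74.1, which treats genes as independent). With libraries scaled by total counts only, 25 genes were lower and 96 higher. This scaling moved the median log2 fold change of all genes tested by 0.23 relative to TMM. Whether that shift accounts for the whole change in these numbers was not tested. Among genes listed in Table S1 of the paper, the groups did not overlap for 148 of the 373 lower genes found in the files (39.7%) and for 149 of the 199 higher genes (74.9%), where chance gives 1.8% in one direction for genes not chosen by their difference. As Table S1 was called on these data, its shares cannot be set against chance. *Gpt2* fell from 103 ± 22.5 CPM (SD, n = 3) to 9.01 ± 1.84 CPM (SD, n = 5), a log2 fold change of −3.51 (standard error 0.208, adjusted p = 0.000111 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); it was named after its values were seen.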

Of these 588 HuR-dependent genes, 381 (65%) were found to be decreased in *Adipo-HuR^−/-^* mice, consistent with the traditional role of HuR as a mediator of increased RNA stability of target genes (Figure 7(c)) [9].

**Figure 7.**
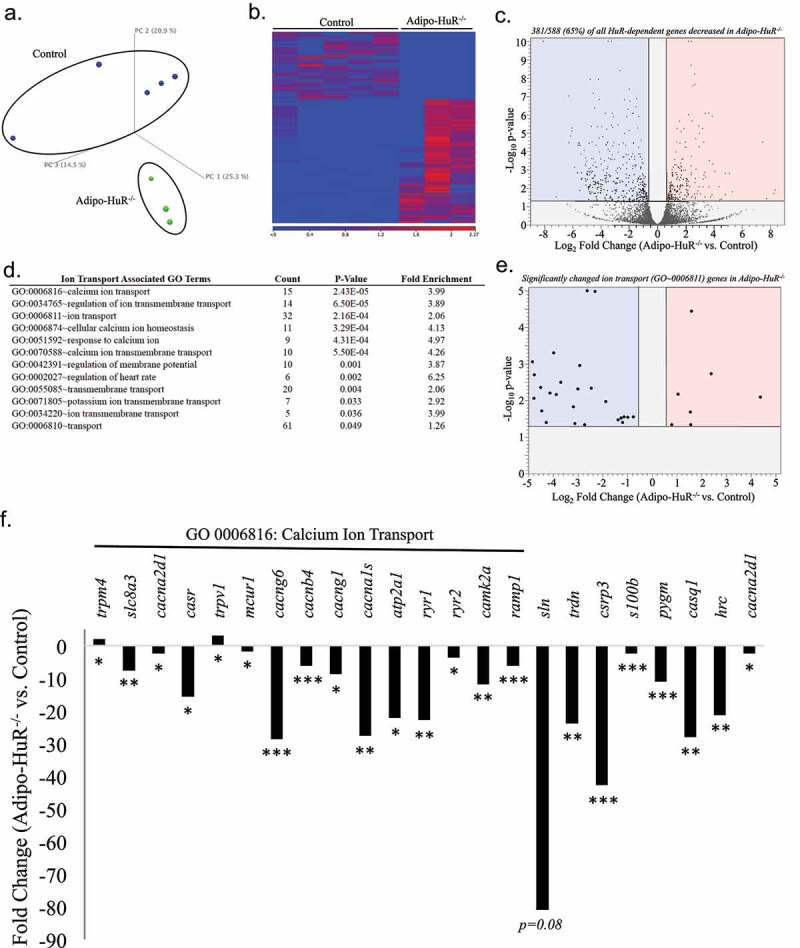
**HuR mediates expression of ion transport and calcium cycling genes in BAT**. (a) Principal component (PC) analysis of RNA-seq results from total BAT RNA from control and *Adipo-HuR^−/-^* mice. (b) Heat map of gene expression differences in BAT from control and *Adipo-HuR^−/-^* mice. (c) Volcano plot showing total fold change (log_2_; x-axis) and p-value (log_10_; y-axis) of all genes in *Adipo-HuR^−/-^* BAT relative to control BAT. Blue and red regions represent significantly down and up-regulated genes, respectively. (d) A list of all significantly enriched Ion Transport associated GO Terms among HuR-dependent gene expression in BAT. (e) Volcano plot showing total fold change and p-value of significant HuR-dependent changes among genes in the *Ion Transport* parent gene ontology. (f) HuR-dependent gene expression changes within the *Calcium Ion Transport* gene ontology (denoted above the x-axis) as well as additional significant calcium transport genes. n = 5 control BAT; n = 3 *Adipo-HuR^−/-^* BAT. *P ≥ 0.05; ** P ≥ 0.01; *** P ≥ 0.001

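Principal component analysis of the 14851 genes, on log2 CPM with a prior count of 2, centred and not scaled, placed 33.1% of the variance on component 1, 19.5% on component 2 and 15.2% on component 3. On component 1 the libraries labelled control had scores of 70.3 (A7), 66.2 (A8) and −8.10 (A12). Those labelled *Adipo-HuR-/-* had scores of −40.3 (A24), −40.3 (A25), −31.2 (A26), −23.8 (A29) and 7.25 (A31). The control library A12 thus lay below A31, and the groups were not separated on this component (two-sided exact permutation p = 0.0714). Neither component 2 (p = 0.786) nor component 3 (p = 0.179) separated them in the same exact permutation test. Each component was tested alone. On component 3, A12 had a score of 65.97, against at most 18.84 (A24) in the other libraries. Separation on several components together was not tested.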

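At the ends of the volcano plot of the deposited counts, the largest falls in the libraries labelled *Adipo-HuR-/-* among genes past the threshold whose groups did not overlap were *Gm5931*, *Gm6685*, *Gm12663*, *Abra* and *Pkia*. *Gm5931* (X, 10660522 to 10660998), *Gm6685* (chromosome 11, 28339104 to 28339867) and *Gm12663* (chromosome 11, 16635109 to 16636066) had at most 1.5 counts in every library labelled *Adipo-HuR-/-*, so that only lower limits can be given. *Gm5931* was at least 18.8-fold lower, *Gm6685* at least 16.7-fold lower and *Gm12663* at least 11.3-fold lower. *Gm6685* and *Gm12663* share 81.5% and 82.5% of their 31-base words with *Cyb5d1* and *Ublcp1*, respectively, and their counts are uncertain to that extent. *Abra* (chromosome 15, 41864076 to 41869720) had 1.78 ± 1.33 CPM (SD, n = 3) in the libraries labelled control and 0.0902 ± 0.0789 CPM (SD, n = 5) in those labelled *Adipo-HuR-/-*. *Pkia* (chromosome 3, 7366669 to 7445366) had 9.26 ± 7.80 CPM (SD, n = 3) and 0.521 ± 0.483 CPM (SD, n = 5), with A31 the highest of the 5. The log2 fold changes of *Abra* and *Pkia* were −4.34 (standard error 0.785) and −4.05 (standard error 0.739), both with adjusted p = 0.0444 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest rises were *Cdh24* with a log2 fold change of 4.69 (standard error 0.714), *Gm5905* with 3.61 (0.652), *Tgfbr3l* with 3.31 (0.475), *Caln1* with 3.12 (0.520) and *4933408B17Rik* with 3.01 (0.314). On average they had between 0.0340 CPM (*Cdh24*) and 0.292 CPM (*Tgfbr3l*) in the libraries labelled control. *Gm5905* shares 56.4% of its 31-base words with *Rps9*, and *Tgfbr3l* (chromosome 8, 4248214 to 4251423) lies 33959 bases from *Elavl1*.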

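The annotation that assigns genes to ontology terms was not used here, and the enrichment was instead tested with ion channel, exchanger and ion pump families defined by gene symbol. Of the 239 genes of these families among the 14851 tested, 3 (1.26%) were past the threshold in edgeR's quasi-likelihood test between BAT libraries labelled control and *Adipo-HuR-/-*. Among the other genes tested, 0.70% were past it. The odds ratio was 1.81 and was not different from 1 (two-sided p = 0.239, Fisher's exact test). Over the alternatives the odds ratio lay between 0, when each gene was represented by its transcript with the highest count, and 15.3, when A24 and A25, the libraries with the fewest counts, were left out, a comparison chosen after seeing the data, in which 1 of 5 genes past the threshold was of these families (two-sided p = 0.0780, Fisher's exact test).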

Gene ontology (GO) enrichment analysis of the HuR-dependent genes showed a significant enrichment of genes involved in ion transport, which represent 12 of the 43 total GO enriched terms (Figure 7(d); See Table S2 for a list of all significantly enriched GO terms). Furthermore, the expression of the majority (25/32; 78%) of significantly changed genes from the parent GO0006811 *Ion Transport* are decreased in *Adipo-HuR^−/-^* mice (Figure 7(e)). 

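The 3 genes of ion transport families past the threshold were *Cacnb4* and *Kcns3*, both lower, and *Trpm4*, which was higher in the libraries labelled *Adipo-HuR-/-*. *Kcns3*, a potassium channel subunit, had 9.89 ± 2.29 CPM (SD, n = 3) in the libraries labelled control and 4.74 ± 0.582 CPM (SD, n = 5) in those labelled *Adipo-HuR-/-*, a log2 fold change of −1.06 (standard error 0.198, adjusted p = 0.0474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes the paper lists in Table S1, 23 belonged to these families, and by the paper's fold changes 20 of the 23 were lower.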

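Calcium transport in BAT was followed through the 22 genes written in Fig. 7f, as the mean of their log2 CPM in each library. This calcium gene score was 3.44 in A7, 3.02 in A8 and −1.01 in A12, the libraries labelled control. In those labelled *Adipo-HuR-/-* it was −1.29 in A24, −1.25 in A25, −1.04 in A26, −0.93 in A29 and 1.16 in A31. The mean fell by 2.49 on the log2 scale, from 1.82 ± 2.46 (SD, n = 3) to −0.67 ± 1.03 (SD, n = 5), and the difference was within the spread between libraries (two-sided exact permutation p = 0.107). Left out in turn, the libraries gave differences from −3.90 to −1.68. Without A24 and A25 the difference was −2.09.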

More specifically, genes (and GO groups) representing calcium transport were highly represented in this group (Figure 7(d)). 

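Of the 22 genes of Fig. 7f, 20 passed the filter on low counts, and 18 of these were lower and 2 higher in the libraries labelled *Adipo-HuR-/-* under each of 3 scalings of the libraries. Adjusted over all 14851 genes, 3 of the 20 were past the threshold, and with the adjustment over the list alone all 20 were, but the list is made of the paper's own calls on these data. *Cacnb4*, the β4 subunit of voltage-gated calcium channels (chromosome 2, 52428320 to 52676831), had 7.60 ± 0.999 CPM (SD, n = 3) in the libraries labelled control and 1.23 ± 0.245 CPM (SD, n = 5) in those labelled *Adipo-HuR-/-*. Its log2 fold change was −2.62 (standard error 0.224, adjusted p = 0.00206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between −2.73 and −2.50 with each library left out in turn. *S100b* (chromosome 10, 76253853 to 76261159) fell from 118 ± 30.7 CPM (SD, n = 3) to 47.5 ± 6.54 CPM (SD, n = 5), a log2 fold change of −1.31 (standard error 0.193, adjusted p = 0.0250 from the same test). *Trpm4* (chromosome 7, 45302632 to 45333780) rose from 6.08 ± 0.634 CPM (SD, n = 3) to 11.5 ± 1.48 CPM (SD, n = 5), a log2 fold change of 0.92 (standard error 0.173, adjusted p = 0.0474 from the same test). *Mcur1* and *Trpv1* also had groups that did not overlap, with log2 fold changes of −0.74 (adjusted p = 0.0532) and 1.74 (adjusted p = 0.0963). The other 15 genes tested had adjusted p-values from 0.0810 (*Slc8a3*) to 0.290 (*Atp2a1*), with overlapping groups. In DESeq2's Wald test 9 of the 20 were past the threshold, and in edgeR's likelihood ratio test 10. *Casr* and *Sln* had too few counts to be tested.

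**Figure D2:**
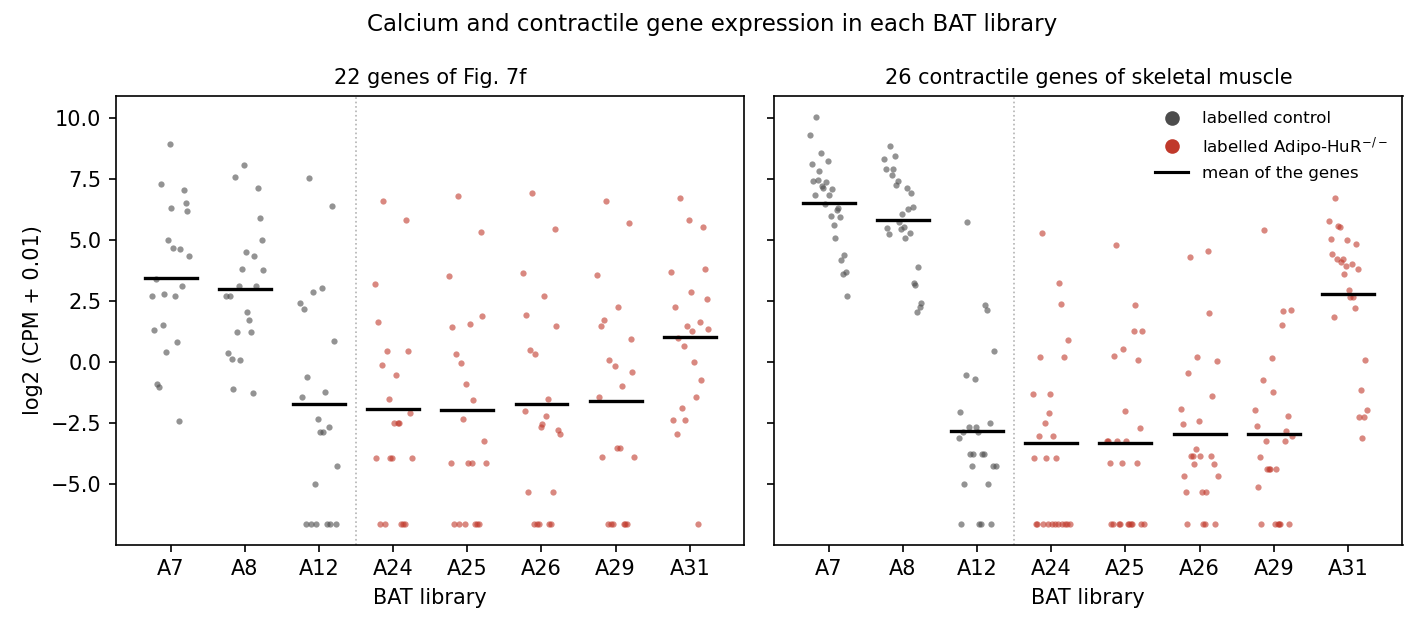
Expression of the 22 genes of Fig. 7f (left) and of 26 contractile genes of skeletal muscle (right) in each BAT library, as log2 of CPM plus 0.01 (grey points, labelled control; red points, labelled Adipo-HuR-/-; black line, mean of the genes; genes without counts lie at the bottom). In both panels the means (black lines) of A7, A8 and A31 lie above those of the other 5 libraries, among them A12, which was labelled control.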

Assessment of individual expression of significant genes within the most highly significant calcium ion transport GO from Figure 7(d), along with additional genes known to play a key role in sarcoplasmic calcium cycling, show a significant loss in expression in almost all of these genes upon HuR deletion (Figure 7(f)).

## Discussion

The results presented herein demonstrate that mice with an adipocyte-specific deletion of HuR are leaner and display increased energy expenditure compared to their wild-type control littermates. Upon closer examination of individual adipose depots, the most striking phenotype was within the BAT, where HuR deletion disrupted BAT architecture and resulted in decreased lipid droplet size. Functionally, this resulted in an impairment in adaptive thermogenesis in *Adipo-HuR^−/-^* mice that is independent of UCP1 expression. 

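The calcium genes of Fig. 7f differed between the 3 BAT libraries labelled control. Of the 22 genes, A7 exceeded every library labelled *Adipo-HuR-/-* for 20, A8 for 19 and A12 for 4. The same comparison over the 373 genes that Table S1 gives as lower, and that are in the files, counted 364 for A7, 342 for A8 and 177 for A12. When a score of 26 contractile genes of skeletal muscle was added to edgeR's quasi-likelihood model as a covariate, 9 of the 20 calcium genes tested were lower and 11 were higher in the libraries labelled *Adipo-HuR-/-*, and *Cacnb4* alone was past the threshold. Contractile genes of the score itself also turned higher with it, as *Acta1* (1.75) and *Pvalb* (3.47) did, whereas *Myl2* stayed lower (−3.07). These genes were named after their values were seen. A sign under the covariate therefore does not give a direction of change.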

RNA-seq analysis suggests this may be due, at least in part, to decreased expression of HuR-dependent calcium cycling genes in *Adipo-HuR^−/-^* mice.

This work is the first to identify HuR as a mediator of thermogenesis, but is additionally significant as it is independent of UCP1-mediated thermogenesis. UCP1 plays a clear role in energy expenditure and obesity, and UCP1 overexpression in adipose tissue protects against diet-induced obesity [7]. Initial studies using UCP1 knockout mice showed that the loss of UCP1 yielded a surprising protection from obesity [8]. In fact, the impaired thermogenesis phenotype of the *Adipo-HuR^−/-^* mice is similar to that of *Ucp1^−/-^* mice first reported by Enerbäck et al [8]. Thus, we were surprised to find that HuR deletion has no effect on the expression levels of UCP1, especially given that UCP1 has been previously shown to be post-transcriptionally regulated via its 3ʹUTR [20] and HuR is an RNA binding protein that typically exerts post-transcriptional gene regulation via mRNA targeting at the 3ʹUTR [9]. 

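*Ucp1* lies on chromosome 8 of GRCm38 from 83290352 to 83298452. Its RNA was 4843 CPM in A7, 11440 in A8 and 9483 in A12, the BAT libraries labelled control. It was 10700 CPM in A24, 4251 in A25, 7636 in A26, 7213 in A29 and 9475 in A31, labelled *Adipo-HuR-/-*. The groups had 8588 ± 3388 CPM (SD, n = 3) and 7855 ± 2459 CPM (SD, n = 5), a log2 fold change of −0.13 (standard error 0.35, adjusted p = 0.889 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ranges of the groups overlapped (two-sided exact permutation p = 0.714). It lay between −0.42 and 0.14 with each library left out in turn. With libraries scaled by total counts only it was 0.13, a scaling that also raised the median of all genes tested.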

The lean phenotype observed in *Ucp1^−/-^* mice was likely due to a compensatory increase in skeletal muscle shivering to generate heat in the absence of BAT-mediated thermogenesis, as later studies showed that UCP1 deletion promoted obesity when mice were housed at thermoneutral temperatures [21]. While the driving force behind the lean phenotype and increased energy expenditure of the *Adipo-HuR^−/-^* mice remains unclear, it is quite possible that compensatory increases in alternative, and perhaps less efficient, thermogenic pathways (shivering or non-shivering) needed to maintain basal core body temperature are driving increased energy expenditure.

This work demonstrates that HuR expression in adipocytes mediates energy expenditure at the organismal level and is required for acute adaptation to cold, independent of traditional UCP1-dependent thermogenesis. Mechanisms of non-shivering thermogenesis are most commonly attributed to the induction of UCP1 expression downstream of β_3_-adrenergic signalling, and have focused almost exclusively on UCP1, as it was thought as recently as 2001 that UCP1 was solely responsible for non-shivering thermogenesis [22]. However, *Ucp1^−/-^* mice have now been shown to still maintain thermogenic adaptation [23], and alternative pathways such as creatine kinase [24–26], calcium cycling [23,27–29], and fatty acid oxidation [30–32] have been identified as three primary mechanisms of UCP1-independent thermogenesis that occur through futile (non-ATP producing) substrate cycling [33]. Our results showing that acute pharmacological inhibition of HuR impairs thermogenesis suggest that HuR plays a direct role in the acute signalling response to thermogenesis and the observed deficiency in *Adipo-HuR^−/-^* mice is not simply a compensatory response. The presence of smaller lipid droplets in the BAT from mice lacking HuR is interesting and suggestive of a possible fuel shortage mechanism in BAT from *Adipo-HuR^−/-^* mice. However, it has been shown that lipolysis of lipid droplets within BAT is not required for thermogenesis [34] and, more recently, that lipid droplets within BAT are entirely dispensable for cold-induced thermogenesis [35].

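The stability of the comparison was examined by leaving out each of the 8 BAT libraries in turn. Between 10 and 190 genes were then past the threshold, the fewest without A26 and the most without A12. In all 8 of these fits the same 9 genes were past it: *Cacnb4*, *D3Ertd751e*, *Gm12663*, *Gpt2*, *Mpp6* and *Svip*, which were lower in the libraries labelled *Adipo-HuR-/-*, and *4933408B17Rik*, *Nap1l5* and *Tmem265*, which were higher. *Gm12663* shares sequence with *Ublcp1*, and its count is uncertain to that extent. Over all transcripts, the Spearman correlation between libraries lay between 0.757 and 0.879.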

Here, we employed unbiased RNA-seq analysis to compare transcriptome wide changes in gene expression in *Adipo-HuR^−/-^* compared to control mice. While we generally found no changes in traditional thermogenesis genes (Fig. S4), consistent with our observed lack of change in UCP1 protein levels, our results indicated a strong suppression of genes involved in ion transport, specifically calcium transport, upon HuR deletion. 

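None of the 14 thermogenesis genes shown in Fig. S4 was past the threshold in BAT, and 2 of the 14, *Cyc1* and *Nrf1*, had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. With TMM normalization 7 were lower and 7 were higher in the libraries labelled *Adipo-HuR-/-*, and with scaling by total counts only 1 was lower. *Cyc1* had 708 ± 155 CPM (SD, n = 3) in the libraries labelled control and 1000 ± 179 CPM (SD, n = 5) in those labelled *Adipo-HuR-/-*, a log2 fold change of 0.50 (standard error 0.215, adjusted p = 0.272 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ppargc1a* had 99.0 ± 76.0 CPM (SD, n = 3) and 92.5 ± 47.6 CPM (SD, n = 5), and *Cidea* had 2030 ± 787 CPM (SD, n = 3) and 1720 ± 307 CPM (SD, n = 5). Among genes the paper names elsewhere, *Ucp3* had a log2 fold change of 0.93 (standard error 0.384, adjusted p = 0.255) and *Pparg* one of −0.38 (standard error 0.189, adjusted p = 0.346) in the same test.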

Mechanistically, this suggests that the impaired adaptive thermogenesis in *Adipo-HuR^−/-^* mice is likely due, at least in part, to a loss of calcium cycling in brown adipocytes. Indeed, many of the HuR-dependent genes whose expression is reduced in *Adipo-HuR^−/-^* mice are known to play a direct role in sarcoplasmic reticulum and cytoplasmic calcium cycling, including *slc8a3* (Na^+^/Ca^2+^ exchanger), *atp2a1* (SERCA ATPase), *ryr1 and ryr2* (ryanodine receptors), *sln* (sarcolipin), *trdn* (triadin), *casq* (calsequestrin), and *hrc* (histidine-rich calcium-binding protein). It is also interesting to note the critical importance of calcium cycling in cardiac myocytes given our previous work showing a role for HuR in cardiovascular disease [15,16], raising the possibility of mechanistic overlap for HuR-mediated gene networks in myocytes and adipocytes.

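The 26 contractile genes of skeletal muscle, a list that holds no calcium transport gene, had a mean log2 CPM of 6.52 in A7, 5.82 in A8 and −2.19 in A12, labelled control. In the libraries labelled *Adipo-HuR-/-* it was −2.29 in A24, −2.34 in A25, −2.24 in A26, −2.18 in A29 and 2.83 in A31. The groups differed by −4.62, which was within the spread between libraries (two-sided exact permutation p = 0.107). A score of 11 genes of brown adipocytes was 6.90 ± 0.62 (SD, n = 3) in the libraries labelled control and 7.26 ± 0.16 (SD, n = 5) in those labelled *Adipo-HuR-/-*, also within the spread (two-sided exact permutation p = 0.357). Adjusted over the 13 scores computed, both p-values were at least 0.278 by the Benjamini-Hochberg method in these exact permutation tests.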

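The genes of sarcoplasmic and cytoplasmic calcium cycling were read mainly in A7 and A8, both labelled control. *Slc8a3* had 2.44 CPM in A7, 1.27 in A8 and 0.355 in A12, and between 0.0474 and 0.360 CPM in the libraries labelled *Adipo-HuR-/-*. *Atp2a1* had 482 CPM in A7 and 271 in A8, 0.188 in A12, and 55.9 in A31, with at most 0.890 CPM in the other 4 libraries labelled *Adipo-HuR-/-*. *Ryr1* had 78.5 CPM in A7, 22.7 in A8, 0.125 in A12 and 7.16 in A31. *Trdn* had 24.5, 20.2, 0.146 and 3.08 CPM in these 4 libraries, *Casq1* had 72.9, 31.7, 0.0 and 5.95 CPM, and *Hrc* had 20.1, 13.5, 0.0418 and 2.53 CPM. *Ryr2* differed from them, with 25.5 CPM in A7, 4.10 in A8 and 8.19 in A12, and between 0.677 and 6.44 CPM in the libraries labelled *Adipo-HuR-/-*. *Sln* was counted in A7 (11 counts) and A8 (16 counts) alone. The log2 fold changes were −2.78 for *Slc8a3*, −4.42 for *Atp2a1*, −4.34 for *Ryr1*, −1.86 for *Ryr2*, −4.40 for *Trdn*, −4.48 for *Casq1* and −4.14 for *Hrc*. Their standard errors were between 0.638 (*Ryr2*) and 1.98 (*Atp2a1*), and no gene of the 7 was past the threshold in edgeR's quasi-likelihood test. Single libraries moved these values, from −2.27 to −0.83 for *Ryr2* and from −9.19 to −3.53 for *Atp2a1* with 1 library left out. All 7 genes stayed lower in every such fit in which they were tested. With the contractile gene score as a covariate, the direction changed for *Atp2a1* (1.6), *Ryr1* (0.74), *Casq1* (1.40) and *Hrc* (0.69). Some contractile genes of the score itself also changed direction with it, so that this is no sign of a rise. From a suppression of ion transport genes, above all those of calcium transport, the paper proposes a likely partial cause of the impaired adaptive thermogenesis of *Adipo-HuR-/-* mice. This cause is lost calcium cycling in brown adipocytes, and the paper names these genes as examples. It describes the thermogenesis genes as generally unchanged.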

Given the unsuccessful translation of UCP1 targeting therapeutics to date [36–39], increasing effort has been directed at identifying UCP1-independent mediators of thermogenesis. Future work will further define the role of HuR-mediated thermogenesis within this field, but the continued delineation of the underlying mechanisms for the observations described herein will improve our understanding of BAT-mediated thermogenesis and metabolic homoeostasis.

## Supplementary Material

Supplemental Material Click here for additional data file.

# Supplementary material for: HuR expression in adipose tissue mediates energy expenditure and acute thermogenesis independent of UCP1 expression
**Source:** Adipocyte. 2020 Jul 25;9(1):336–46. doi: 10.1080/21623945.2020.1782021
**Supplement:** Supplemental Material

**Figure S1.** HuR deletion in Adipo-HuR<sup>-/-</sup> mice is specific to adipose tissue.

A.

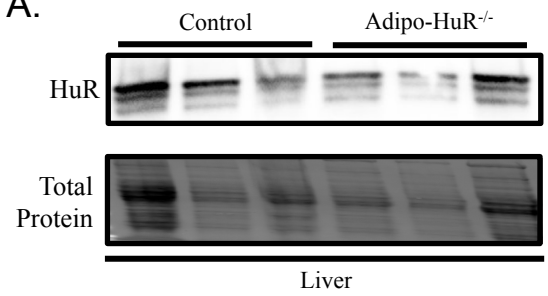

B.

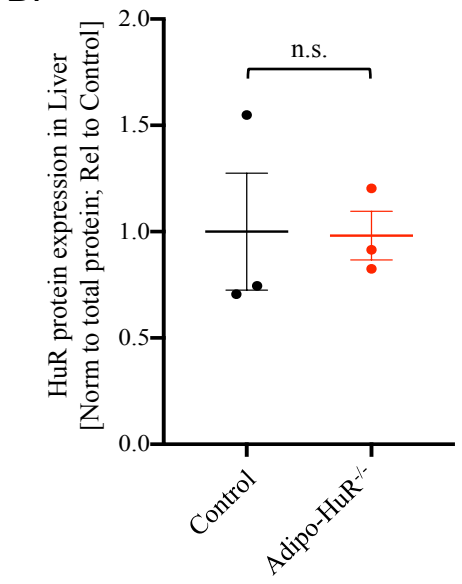

**Figure S2.** Decreased body mass in Adipo-HuR<sup>-/-</sup> mice is independent of developmental defects.

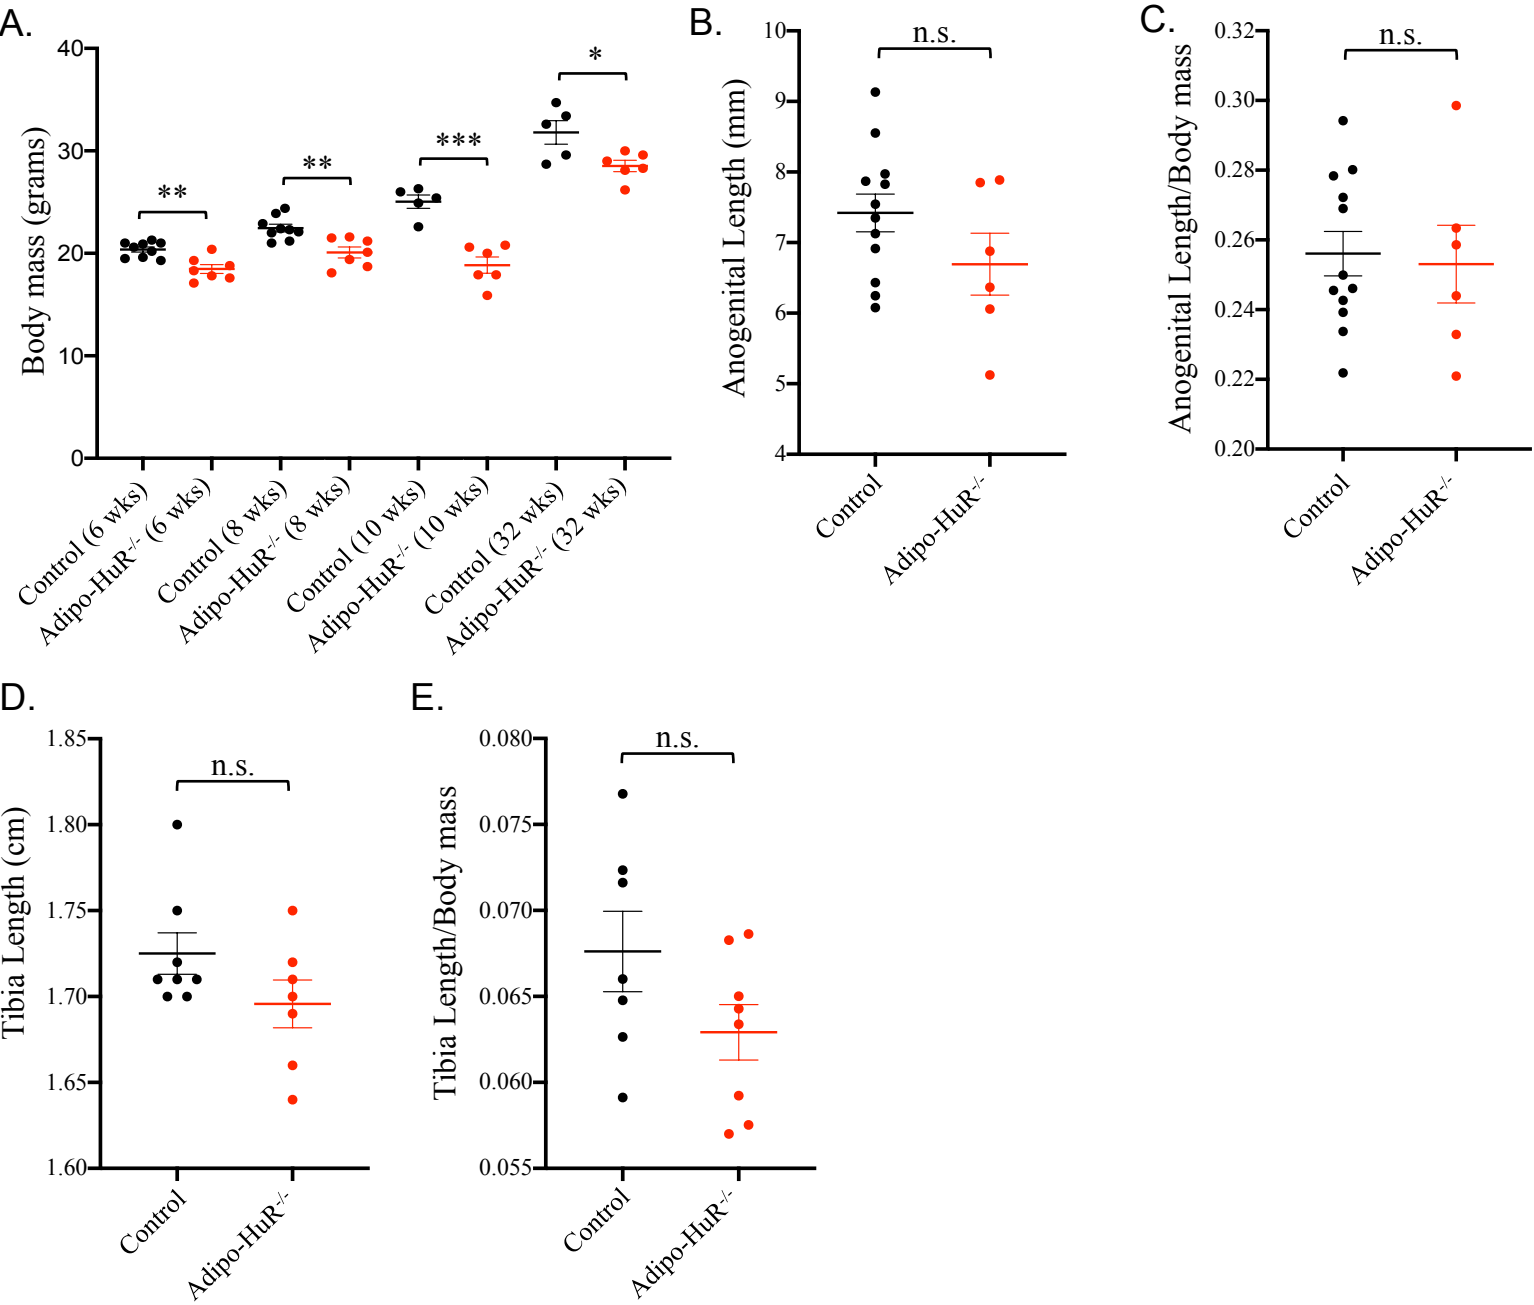

**Figure S3.** Energy expenditure is increased in obese Adipo- HuR<sup>-/-</sup> mice.

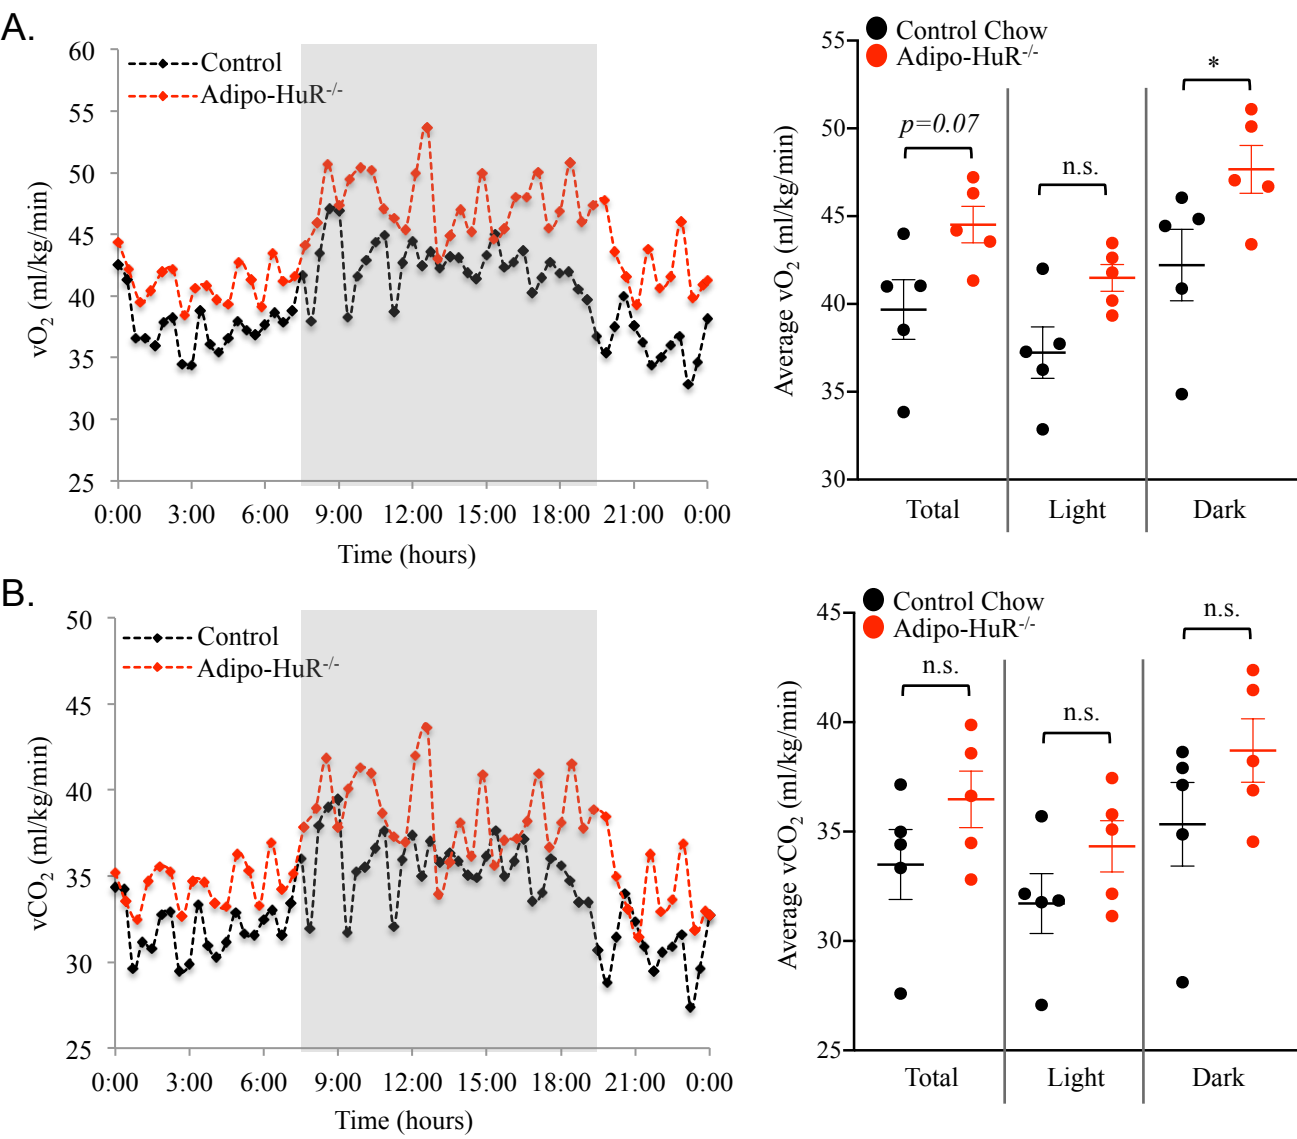

C.

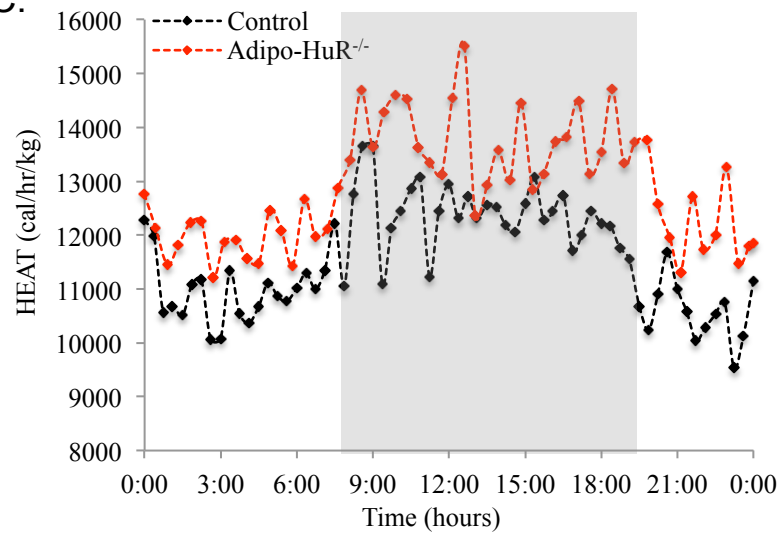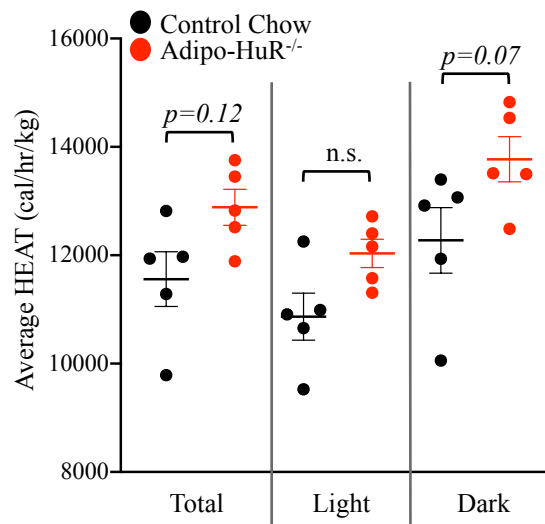

D.

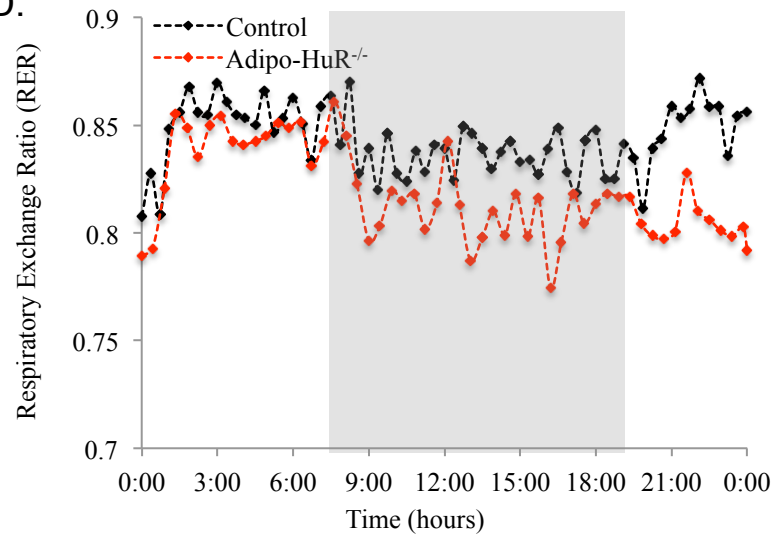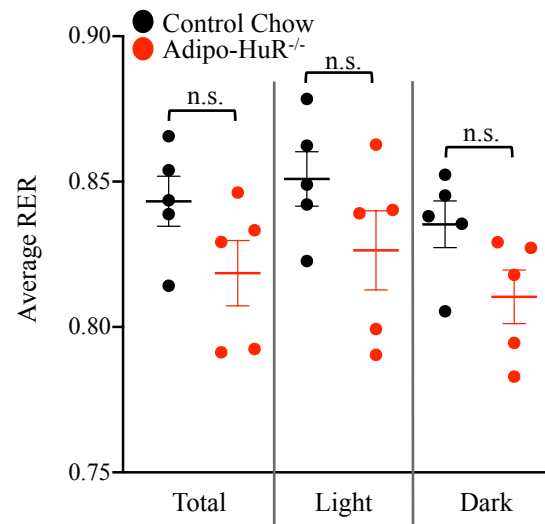

**Figure S4.** BAT from Adipo-HuR<sup>-/-</sup> mice shows no change in traditional thermogenesis genes.

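Taken as 1 score, the 14 genes of Fig. S4 had a mean log2 CPM of 8.23 ± 0.20 (SD, n = 3) in the BAT libraries labelled control and 8.40 ± 0.16 (SD, n = 5) in those labelled *Adipo-HuR-/-*. The difference of 0.16 was within the spread between libraries (two-sided exact permutation p = 0.25). With TMM normalization, the single genes lay between a log2 fold change of −0.73 for *Ppara* (standard error 0.570) and 0.82 for *Nrf1*.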

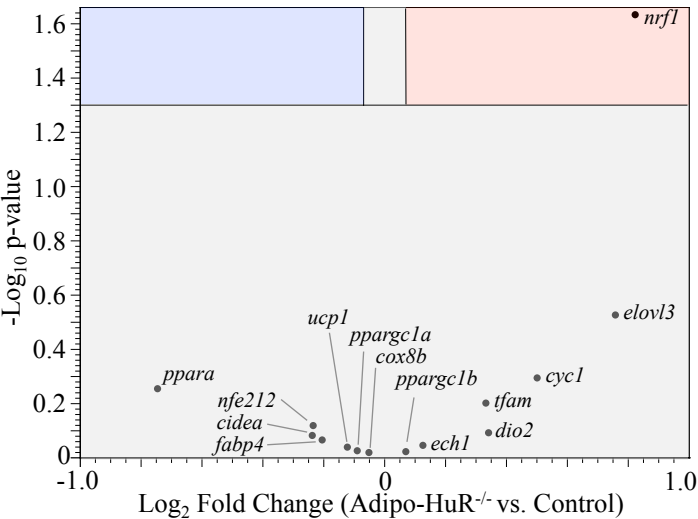

**Table S1.** All significant HuR-dependent gene expression changes in BAT.

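Table S1 lists gene symbols with the fold change and adjusted p that the paper obtained. Of its 588 symbols, 572 are in the deposited files and 527 passed the filter on low counts. The log2 fold changes computed from the estimated counts had the direction given in Table S1 for 526 of the 527, with a median absolute difference of 0.051 from the paper's, and 473 were within 0.5 of it. In edgeR's quasi-likelihood test adjusted over all genes, 92 of the 527 were past the threshold in the same direction. With the adjustment over the list alone 510 were, but as the list was called on these data this shows no stability. The table does not list 13 of the genes past the threshold here.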

*See attached excel file “Table S1”*

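Table S2 holds the gene ontology terms that the paper obtained with the DAVID Functional Annotation Tool from the genes of Table S1. The tool compares the share of genes with a given term in the list with the share in a background set, and its EASE score is a more cautious form of the p-value of Fisher's exact test. The paper's methods give an EASE threshold of 0.05 with a minimum of 5 genes per group. As a term is scored from the gene list alone, a change in the list changes its score, and of the 588 genes the number past the threshold ranged from 5 to 395 across the fits with other tests, filters, scalings and libraries.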

**Table S2.** All enriched GO groups among HuR-dependent gene expression in BAT.

| GO Term                                                             | Count | P-Value  | Fold Enrichment |
|---------------------------------------------------------------------|-------|----------|-----------------|
| GO:0006810~transport                                                | 61    | 0.049    | 1.26            |
| GO:0006811~ion transport                                            | 32    | 2.16E-04 | 2.06            |
| GO:0006936~muscle contraction                                       | 22    | 1.73E-20 | 16.51           |
| GO:0035556~intracellular signal transduction                        | 22    | 0.003    | 2.06            |
| GO:0007507~heart development                                        | 21    | 2.41E-05 | 3.02            |
| GO:0016567~protein ubiquitination                                   | 21    | 0.002    | 2.18            |
| GO:0007155~cell adhesion                                            | 21    | 0.035    | 1.62            |
| GO:0055085~transmembrane transport                                  | 20    | 0.004    | 2.06            |
| GO:0006816~calcium ion transport                                    | 15    | 2.43E-05 | 3.99            |
| GO:0060048~cardiac muscle contraction                               | 14    | 2.35E-10 | 10.94           |
| GO:0034765~regulation of ion transmembrane transport                | 14    | 6.50E-05 | 3.89            |
| GO:0003009~skeletal muscle contraction                              | 12    | 2.27E-11 | 17.31           |
| GO:0006937~regulation of muscle contraction                         | 11    | 1.36E-10 | 17.94           |
| GO:0045214~sarcomere organization                                   | 11    | 4.34E-09 | 13.31           |
| GO:0006874~cellular calcium ion homeostasis                         | 11    | 3.29E-04 | 4.13            |
| GO:0007519~skeletal muscle tissue development                       | 10    | 2.07E-05 | 6.47            |
| GO:0070588~calcium ion transmembrane transport                      | 10    | 5.50E-04 | 4.26            |
| GO:0042391~regulation of membrane potential                         | 10    | 0.001    | 3.87            |
| GO:0009408~response to heat                                         | 9     | 1.24E-04 | 5.92            |
| GO:0007517~muscle organ development                                 | 9     | 2.54E-04 | 5.36            |
| GO:0051592~response to calcium ion                                  | 9     | 4.31E-04 | 4.97            |
| GO:0051726~regulation of cell cycle                                 | 9     | 0.010    | 3.01            |
| GO:0007015~actin filament organization                              | 8     | 0.007    | 3.62            |
| GO:0006941~striated muscle contraction                              | 7     | 8.60E-07 | 18.76           |
| GO:0030239~myofibril assembly                                       | 7     | 1.40E-06 | 17.51           |
| GO:0048741~skeletal muscle fiber development                        | 7     | 6.32E-05 | 9.73            |
| GO:0008104~protein localization                                     | 7     | 0.019    | 3.32            |
| GO:0071805~potassium ion transmembrane transport                    | 7     | 0.033    | 2.92            |
| GO:0055008~cardiac muscle tissue morphogenesis                      | 6     | 4.47E-05 | 14.07           |
| GO:0055010~ventricular cardiac muscle tissue morphogenesis          | 6     | 7.73E-04 | 8.04            |
| GO:0002027~regulation of heart rate                                 | 6     | 0.002    | 6.25            |
| GO:0035914~skeletal muscle cell differentiation                     | 6     | 0.015    | 4.09            |
| GO:0010033~response to organic substance                            | 6     | 0.029    | 3.46            |
| GO:0051289~protein homotetramerization                              | 6     | 0.047    | 3.04            |
| GO:0051384~response to glucocorticoid                               | 6     | 0.049    | 3.00            |
| GO:0014883~transition between fast and slow fiber                   | 5     | 9.14E-05 | 18.76           |
| GO:0055003~cardiac myofibril assembly                               | 5     | 2.07E-04 | 15.63           |
| GO:0045662~negative regulation of myoblast differentiation          | 5     | 0.005    | 7.21            |
| GO:0007274~neuromuscular synaptic transmission                      | 5     | 0.005    | 6.95            |
| GO:0005977~glycogen metabolic process                               | 5     | 0.020    | 4.81            |
| GO:0090002~establishment of protein localization to plasma membrane | 5     | 0.027    | 4.36            |
| GO:0051496~positive regulation of stress fiber assembly             | 5     | 0.029    | 4.26            |
| GO:0034220~ion transmembrane transport                              | 5     | 0.036    | 3.99            |

# Supplementary material for: HuR expression in adipose tissue mediates energy expenditure and acute thermogenesis independent of UCP1 expression
**Source:** Adipocyte. 2020 Jul 25;9(1):336–46. doi: 10.1080/21623945.2020.1782021
**Supplement:** Supplemental Material

**Figure S1. HuR deletion in Adipo-HuR^-/-^ mice is specific to adipose tissue.** (**A**) Western blot showing relative HuR protein expression in liver tissue from control and Adipo-HuR^-/-^ mice. (**B**) Quantification of the blot in (**A**) shows no significant difference in HuR expression between control and Adipo-HuR^-/-^ mice.

**Figure S2. Decreased body mass in Adipo-HuR^-/-^ mice is independent of developmental defects.** (**A**) Body mass assessment of control and Adipo-HuR^-/-^ mice at 6, 8, 10, and 32 weeks old shows difference in body mass from time of weaning. (**B, C**) Anogenital length measurement shows no difference between control and Adipo-HuR^-/-^ mice when presented as raw length or normalized to body mass, respectively. (**D, E**) Tibia length measurement shows no difference between control and Adipo-HuR^-/-^ mice when presented as raw length or normalized to body mass, respectively.

**Figure S3. Energy expenditure is increased in obese Adipo-HuR^-/-^ mice.** Daily oxygen consumption (vO_2_) (**A**) and CO_2_ production (vCO_2_) (**B**) were measured using the Oxymax system. Total energy expenditure (HEAT) (**C**) and respiratory exchange ratio (RER) (**D**) were then determined based on vO_2_ and vCO_2_ values. Shaded area represents dark housing cycle and data is represented as both rolling daily average (left) and total, light, and dark averages (right). n ≥ 4 per group. **P* ≥ 0.05.

**Figure S4. BAT from Adipo-HuR^-/-^ mice shows no change in traditional thermogenesis genes.**

Volcano plot of fold change and p-values shows no change (with the exception of *nrf1*) in traditional thermogenesis genes in BAT from Adipo-HuR^-/-^ mice. 

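*Nrf1* lies on chromosome 6 of GRCm38 from 30047988 to 30153458. It had 7.49 ± 0.899 CPM (SD, n = 3) in the BAT libraries labelled control and 13.3 ± 1.91 CPM (SD, n = 5) in those labelled *Adipo-HuR-/-*, and every library labelled *Adipo-HuR-/-* was above every library labelled control (two-sided exact permutation p = 0.0357). Its adjusted p of 0.0624 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was not past the threshold, at a standard error of 0.173. It was past the threshold in DESeq2's Wald test (adjusted p = 0.000608) and in edgeR's likelihood ratio test (adjusted p = 0.00982), and its adjusted p ranged from 0.000608 to 0.394 over the alternatives. *Tfam* had 39.4 ± 7.74 CPM (SD, n = 3) and 48.5 ± 4.36 CPM (SD, n = 5), and *Elovl3* had a log2 fold change of 0.72 (standard error 0.379, adjusted p = 0.366 from the same test), both with overlapping groups.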

Blue and red regions represent significantly down and up-regulated genes, respectively.

**Table S1. All significant HuR-dependent gene expression changes in BAT.**

**Table S2. All enriched GO groups among HuR-dependent gene expression in BAT.**

How the deposited data were processed for this re-analysis (not part of the article)

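Poly(A) RNA-seq of BAT was available for 8 mice aged 28 weeks. Libraries were assigned to genotypes by their labels, 3 as control and 5 as *Adipo-HuR-/-*. The paper's legend gives 5 control and 3 *Adipo-HuR-/-* BAT samples, the paper's text does not name the animals; no library was left out for this reason. As the total of *Elavl1* was not lower in the libraries labelled *Adipo-HuR-/-*, groups are named by their labels throughout.

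The authors deposited estimated counts per transcript for each library, without normalization, on GRCm38. Reads that fitted more than 1 transcript had been divided between them before deposition, so that transcripts of a gene, and copies of a gene, carry uncertain shares. The paper's methods name CLC Genomics Workbench for read mapping and for differential expression, with a threshold of 0.05 for the adjusted p and 1.5 for the fold change. The paper's general statistics give means with standard errors and t-tests, and name no model for RNA-seq. The program that wrote the deposited estimated counts is not named in the paper's text. Of the 105129 transcript identifiers, 99505 are in GENCODE M21 with their version and 103635 without it, and that annotation was used for positions, transcript types and base composition.

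From these files, transcript values were summed by gene symbol and rounded to whole numbers. Before rounding, 79.1% of the gene sums were within 0.02 of a whole number. Tests were done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6; figures were drawn with matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr on the groups, normalized by TMM and tested with the quasi-likelihood F-test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the 14851 genes kept. The TMM factors lay between 0.763 (A8) and 1.20 (A25). Log2 CPM for scores and principal components used a prior count of 2. A score is the mean log2 CPM of a list of genes, and the lists of calcium genes (Fig. 7f), thermogenesis genes (Fig. S4), contractile genes and other marker genes, and the ion transport families, were written down first. Scores, principal components and single values were compared by two-sided exact permutation tests over the 56 splits of 8 libraries into 3 and 5, with p taken as 2 times the smaller tail. Enrichment was tested with Fisher's exact test against the genes tested. The tests were tried on simulated data with 200 changed genes: the quasi-likelihood test recovered 89.5% with 11 false calls, the likelihood ratio test 94.5% with 35, limma voom 92% with 11 and DESeq2's Wald test 94.5% with 41, each among 14552 genes. The changed genes lay above a minimum mean CPM and genes varied independently, so that these shares do not cover low genes.

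Totals lay between 17558090 and 67498055 counts per library. At 3 counts, the smallest share taken as detected, a fold change against a group at or under this floor is given as a lower limit. Intervals and floors cover counting error only, as reads are not independent molecules after amplification.

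Genes named in the text are those the paper names in its text, Fig. 7f or Fig. S4, and the 5 largest rises and 5 largest falls among genes past the threshold whose groups did not overlap; other names are marked as chosen after their values were seen, or answer a count. The gene lists, the families, this rule, the tests and the following alternatives were set before the data were examined: DESeq2's size factors, total counts only, DESeq2's Wald test, edgeR's likelihood ratio test, limma voom with sample quality weights, no filter, at least 10 counts in every library, the contractile gene score as a covariate, the transcript with the highest total count in place of the gene sum, other thresholds, another prior count, other gene sets for the components, and each library left out in turn. The likelihood ratio test with no filter, the libraries other than A24 and A25 alone, and the removal of each library's trend on GC content (a loess fit with a span of 0.3) were chosen after seeing the data. The paper's gene ontology analysis was not repeated, as the annotation of genes to terms was not used here. The sequence comparison of 1 of the genes past the threshold is not reported here. Experiments on protein, physiology and histology were not analysed here.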

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

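Of the tests in this part, the number of splits for the calcium gene score was set before the results were seen, and the others were chosen afterwards. For 62 results, the gap between the highest or lowest of the 5 libraries labelled *Adipo-HuR-/-* and the nearest of the others was divided by the range of the group and compared with Dixon's 95% critical value. This singled out 15 results, where chance gives about 3.1, and A31 was the highest library in 10 of the 15.

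A31 stood apart in the score of the 26 contractile genes of skeletal muscle, at 2.83 against −2.18 for the nearest library (ratio 0.969). Without the slow-fibre genes its score was 4.16 against −2.09 (ratio 0.957), and its score of the genes of Fig. 7f was 1.16 against −0.93 (ratio 0.853). The ratios of single genes were 1.0 for *Cacng6*, 1.0 for *Trdn*, 0.89 for *Csrp3*, 0.827 for *Hrc*, 0.805 for *Ryr1*, 0.798 for *Cacna1s* and 0.72 for *Pkia*. A candidate explanation is skeletal muscle RNA in some of the libraries, whatever their genotype. In CPM, the 20 contractile genes outside the slow-fibre set summed to 4390 in A7, 2902 in A8 and 508 in A31, and to between 38.5 and 64.2 in the other 5 libraries, one of which (A12) was labelled control. With the score of contractile genes as a covariate, 1 of the 20 tested genes of Fig. 7f was past the threshold in place of 3, and 9 in place of 18 were lower. The first of these numbers also falls with precision, as *Trpm4* lost its call although its log2 fold change rose from 0.92 to 1.08. The second is limited, as some contractile genes of the score itself also turned higher with the covariate. The counts of 10 muscle-type calcium genes were 18.1% of the contractile counts in A31 (18.14), 18.6% in A7 and 15.3% in A8. In the libraries with little muscle RNA they were 3.61% in A12, labelled control, and 4.0%, 11.9%, 6.76% and 7.11% in A24, A25, A26 and A29. As the deletion is specific to adipocytes, the share in libraries with much muscle RNA cannot tell whether calcium genes changed in adipocytes. The difference in the calcium gene score was as large, in either direction, in 3 of the 56 splits of the libraries. Its size cannot be told from a chance split at a share of 0.05. The exact permutation p of 0.107 given for this score is larger than that share, as it is 2 times the smaller tail.

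The same explanation may extend beyond the calcium genes. Among all 56 splits of the libraries into 3 and 5, that of A7, A8 and A31 against the other 5 gave the most genes past the threshold (125, all lower in the other 5), against 105 for the labelled groups and at most 2 for any other split. On principal component 1, A31 (7.25) lay above the control library A12 (−8.10). Among the 5 libraries labelled *Adipo-HuR-/-* alone, A31 had the highest value of 49.0% of 349 genes that Table S1 gives as lower, of 13.6% of 198 that it gives as higher, and of 13.5% of all genes tested. Among the 3 libraries labelled control, A12 was the lowest for 64.8% of the lower genes and for 30.0% of all genes tested. The contractile genes had been left out of the lower genes and of all genes tested, and chance gives A31 20.0%. The share of 49.0% is above both that and the share of all genes, so A31 stood highest unusually often among the lower genes. As the contractile genes were left out and ranks give no amounts, these values cannot tell how much of the list follows muscle RNA. *Cacnb4* is an exception, as its log2 fold change was −2.49 with the covariate and −2.62 without it, a move smaller than its standard error of 0.224. *S100b* (−1.31 without and −1.01 with the covariate) and *Trpm4* (0.92 and 1.08) kept their directions and were no longer past the threshold. For *Trpm4* the standard error rose from 0.173 to 0.223, so its call was lost without a smaller change. *Mcur1* (−0.74 and −0.79) and *Trpv1* (1.74 and 1.66) also moved by less than their standard errors of 0.146 and 0.444. Muscle RNA therefore remains as an explanation for the muscle-type genes of Fig. 7f, and a lower level of these genes after HuR deletion cannot be told apart from it in these libraries. Whether the muscle RNA came from tissue taken along with BAT was not tested.

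The other 5 outlying values did not involve A31. The immediate early gene score was 4.2 in A24 against 2.32 for the nearest library (ratio 0.8), *Ech1* was 10.83 against 10.34 in log2 CPM in the same library (ratio 0.856), and *Tfam* was lowest in A25, at 5.36 against 5.63 (ratio 0.8). A24 and A25 were the libraries with the fewest counts. *Gm6685* and *Gm12663* had a ratio of 1.0 because A29 had 1.5 and 1.4 counts and the other 4 had 0, which is within the floor of 3 counts. No explanation was tested for these values.

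A signal that the paper does not report on was the *Elavl1* transcript with the long 3ʹUTR, whose mean CPM in the libraries labelled *Adipo-HuR-/-* differed by −1.33 on the log2 scale from that in the libraries labelled control. Library size does not account for it, as the highest of the deep libraries labelled *Adipo-HuR-/-* had 7.17 CPM (7.171) and the lowest library labelled control 10.1. This transcript made up between 20.6% and 34.4% of the *Elavl1* count in the libraries labelled control, and between 6.7% and 11.7% in those labelled *Adipo-HuR-/-*. The estimate rests in part on how the authors' program divided shared reads. The transcript with the short 3ʹUTR has 97.3% of its bases in common with the long one and 63 bases of its own, whereas the long one shares 39.2% of its bases and has 3489 of its own, so that its estimate does not rest on shared bases alone. A loss of the long transcript with the genotype is a hypothesis. The reads on its own bases were not analysed here, and an effect of the division is not excluded.

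Table S1 does not list 13 of the genes past the threshold, of which 7 were higher and 6 lower in the libraries labelled *Adipo-HuR-/-*. *Gm6685* and *Gm12663* share 81.5% and 82.5% of their 31-base words with *Cyb5d1* and *Ublcp1*, and were counted almost only in the libraries labelled control. The larger of the log2 fold changes of *Cyb5d1* and *Ublcp1* was 0.29 (0.286), but the counts in question are too few to move those genes by much, so that counts taken from them cannot be excluded. A difference in read mapping between the groups should affect processed pseudogenes most, but the groups did not overlap for 8.9% of 370 processed pseudogenes and for 11.5% of 14197 protein-coding genes, where chance gives 3.6%. These 2 sets were not matched for expression, and groups overlap more easily at low counts. A difference in read mapping is therefore not excluded. A variant that the libraries carry against the reference was not tested, so that no biological explanation is offered. *Tgfbr3l*, another of the 13, lies 33959 bases from *Elavl1*, and *Ctxn1*, named after its values were seen, lies 26108 bases from it with a log2 fold change of 2.07 (standard error 0.405, adjusted p = 0.0516 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A stretch of chromosome 8 inherited along with the floxed gene was examined as an explanation. Of 33 tested genes within 1000000 bases of *Elavl1*, 3 had groups that did not overlap, and 72.3% of runs of 33 neighbouring genes elsewhere had as many. The stretch as a whole thus does not stand out, and no other explanation for *Tgfbr3l* and *Ctxn1* was tested.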

How the results depend on the processing

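No paired analysis was possible because the libraries of the 2 groups share no mouse or replicate number. The test with the likelihood ratio and no filter, the fit without A24 and A25 and the removal of the GC trend were chosen after the results were seen. The cause was not tested for any change below unless a value is given for it.

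The number of genes past the threshold, 105 with edgeR's quasi-likelihood test and TMM, was 103 with DESeq2's size factors, 121 with total counts only, 157 with limma voom, 137 with no filter, 124 with at least 10 counts in every library and 105 with no fold change minimum. It was 818 with DESeq2's Wald test, 655 with edgeR's likelihood ratio test, 547 with that test and no filter, 55 with the GC trend removed, 16 with 1 transcript per gene, 15 with the contractile gene score as a covariate, 10 at an adjusted p of 0.01 and 5 without A24 and A25. All 105 were among the genes called by DESeq2's Wald test and by the likelihood ratio test, 60 among those with total counts only, 51 among those with the GC trend removed and 13 among those with the covariate. Leaving out 1 library at a time gave from 10 to 190 genes across the 8 fits, of which 9 were shared by all.

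The genes of Table S1 past the threshold, 92 in the quasi-likelihood test, numbered 395 (Wald), 389 (likelihood ratio), 374 (likelihood ratio, no filter), 45 (GC trend removed), 13 (1 transcript per gene), 10 (covariate), 7 (adjusted p of 0.01) and 5 (without A24 and A25), and from 7 to 167 with 1 library left out. The genes of Fig. 7f past the threshold, 3 in the quasi-likelihood test, numbered 9 (Wald), 10 (likelihood ratio), 10 (likelihood ratio, no filter), 0 with 1 transcript per gene (14 at an unadjusted p under 0.05), 1 with the covariate, 1 at an adjusted p of 0.01 and 1 without A24 and A25, and from 1 to 7 with 1 library left out. Of the thermogenesis genes of Fig. S4, 1 was past the threshold (*Nrf1*) in each of these 3 fits (Wald, likelihood ratio, likelihood ratio with no filter) and 0 in the others, including those with 1 library left out, with 2 at an unadjusted p under 0.05 in the quasi-likelihood test.

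The share of lower genes, 65.7%, was 20.7% with total counts only (96 higher, 25 lower, against 36 and 69 with TMM), 53.5% with DESeq2's Wald test and 75.0% with 1 transcript per gene, and 56.3 to 70.0% in the other fits with all or with the deep libraries. With 1 library left out it was 60.0 to 86.3%, the highest without A12. Total counts only moved the median log2 fold change of all genes by 0.23 (0.229), which is a measured part of this change. Relative to that shift, *Ucp1* did not rise, although its log2 fold change was 0.13 in place of −0.13. *Ucp1* lay from −0.42 to 0.14 with 1 library left out, and *Elavl1* from 0.11 to 0.23, neither past the threshold in any fit.

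The odds ratio of ion transport families, 1.81, was 0.885 with no filter and 0.0 with 1 transcript per gene, and 0.421 to 6.90 with 1 library left out, with p from 0.0736 to 1.0 by Fisher's exact test over the alternatives. With the covariate, the log2 fold change changed sign for *Cacna1s* (2.42), *Atp2a1* (1.6), *Casq1* (1.40), *Ryr1* (0.74), *Hrc* (0.69), *Cacng6* (0.63), *Csrp3* (0.19), *Pygm* (0.10) and *Cacng1* (0.079). Some contractile genes of the score itself changed sign as well, so these signs give no direction of change. Of 34 named genes, 7 others fell below the threshold with the covariate. DESeq2's Wald test brought 7 of the 34 past the threshold and the likelihood ratio test 8, and neither took any below it, while 12 fell below without A24 and A25, and between 2 and 10 with 1 library left out.

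The calcium gene score differed by −2.49, and by −3.90 to −1.68 with 1 library left out, and was lower in the libraries labelled *Adipo-HuR-/-* in every alternative. Its p was 0.107 to 0.143 in the exact permutation tests of all 8 libraries, and was not computed with libraries left out. The contractile gene score differed by −4.62, and by −7.41 to −3.06 with 1 library left out. Principal component 1 separated the groups with total counts only (difference −74.44, exact permutation p = 0.0357, the smallest this test allows), where its p was 0.0714 with TMM. With only the most variable genes its p was 0.107, and with the genes of Table S1 left out 0.750 (difference −11.84) in the same exact permutation test, but as those genes were called on these data their removal weakens any difference between the groups. With 1 library left out the difference was −94.07 to −56.59. The depth of A24 and A25 limits the low genes most, since 3 counts in these libraries stand for more CPM than in the other 6.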

Differences from the paper's values

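The paper reports 588 genes with changed expression, and 105 were past the same threshold here. Of the alternatives set before the data were examined, DESeq2's Wald test (818) and edgeR's likelihood ratio test (655) came within 1.5 times of the paper's number, and the others did not. The likelihood ratio test with no filter, which was chosen after seeing the values, gave 547. The paper gives 381 of its genes as decreased, against 69 here. DESeq2's Wald test (438) and the likelihood ratio test (369) came within 1.5 times of this number, as did the likelihood ratio test with no filter (331), again chosen after seeing the values, and the other alternatives set before the data were examined did not.

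The paper's legend of Fig. 7 gives 5 control and 3 *Adipo-HuR-/-* BAT samples, whereas the labels give 3 control and 5 *Adipo-HuR-/-* libraries. No alternative bears on these numbers, but Table S1 bears on the grouping. Its log2 fold changes had the direction found with the labels for 526 of 527 genes, at a median absolute difference of 0.051. If Table S1 gives *Adipo-HuR-/-* relative to control, this argues against the group sizes of the legend. It does not show which mice lacked HuR.

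The paper's Table S1 and Fig. 7f call genes that were not past the threshold here. *Slc8a3*, *Ramp1* and *Pygm* were called by DESeq2's Wald test, by edgeR's likelihood ratio test and without A12. *Mcur1* was called by both of these tests and with at least 10 counts in every library, *Trpv1* and *Cacna2d1* by both tests, *Camk2a* by the likelihood ratio test, and *Cacng6* and *Csrp3* without A12. The likelihood ratio test with no filter, chosen after seeing the values, also called *Slc8a3*, *Ramp1*, *Pygm*, *Mcur1*, *Trpv1* and *Camk2a*, and *Sln*, which Table S1 does not list. No setting called *Casr*, *Cacng1*, *Cacna1s*, *Atp2a1*, *Ryr1*, *Ryr2*, *Trdn*, *Casq1* or *Hrc*. Over the whole of Table S1, 462 of the 588 genes were called in at least 1 setting and 126 in none. *Nrf1*, the exception the paper names in Fig. S4, had an adjusted p of 0.0624 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and was called by DESeq2's Wald test, by the likelihood ratio test and by the latter with no filter.

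The paper states an enrichment of ion transport genes, and the families defined by symbol had an odds ratio of 1.81 here (two-sided p = 0.239, Fisher's exact test), past a p of 0.05 in no alternative. That ratio rests on 3 genes of these families, whereas 23 of the 588 genes of Table S1 belonged to them, against 239 of the 14851 tested. The odds ratio therefore does not decide whether the paper's own list is enriched. These families had a larger share of that list than of the genes tested, a difference that was not tested here. The principal component plot of Fig. 7a draws the groups apart, whereas none of the first 3 components taken alone separated the libraries by their labels here (two-sided exact permutation p = 0.0714, 0.786 and 0.179), although component 1 did with libraries scaled by total counts only (p = 0.0357 in the same exact permutation test). Separation on several components together, as a plot can show it, was not tested. These values therefore do not contradict the plot. The heat map in Fig. 7b shows, by eye, more columns under control than under *Adipo-HuR-/-*, and most of its genes higher in the columns under *Adipo-HuR-/-*. In the deposited libraries the larger group is labelled *Adipo-HuR-/-*, and 69 of the 105 genes past the threshold were lower in it. The direction in Table S1 was the direction found with the labels for 526 of 527 genes.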

Other observations

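The number of splits for the genes past the threshold and the slopes on GC content were tested as set before the results were seen, and the comparisons without A24 and A25 and with the GC trend removed were chosen afterwards. As many genes as the 105 of the labelled groups were past the threshold in 2 of the 56 splits of the 8 libraries into 3 and 5 (3.6%), the labelled one included, with a median of 0 over the other splits. The other was that of A7, A8 and A31 against the rest. A difference in library size between the groups may add to the 105 genes: without A24 and A25, which had the fewest counts and were both labelled *Adipo-HuR-/-*, 5 genes were past the threshold. The smaller group also lowers the number, and leaving out A26, a deep library, gave 10, so that an effect of depth cannot be told apart from that of the loss of samples.

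The deviation of each library from the mean of all libraries was regressed on the GC content of coding sequences at a fixed length, over 13566 genes (91.3% of those tested). The slope per 10 percentage points of GC was −0.13 ± 0.112 (SD, n = 3) in the libraries labelled control and 0.08 ± 0.0739 (SD, n = 5) in those labelled *Adipo-HuR-/-*, and the groups did not overlap (two-sided exact permutation p = 0.0357, the smallest this test allows), with A24 and A25 the highest of the 8. A GC bias that varied at random between libraries would not be expected to follow the groups. A GC bias that followed the groups, as libraries prepared apart would have, could give the same slopes, and with the GC trend of each library removed 55 genes were past the threshold, 51 of them among the 105. That correction would also remove a true change that goes with GC content, so the pattern cannot be told apart from such a bias. The paper describes HuR as a protein that stabilizes mRNA targets. As a hypothesis that its targets share a base composition of the 3ʹUTR, the slope on the GC content of the 3ʹUTR at a fixed GC content of the coding sequence was tested over 12833 genes (86.4%). It differed by 0.07 between the groups, which overlapped (two-sided exact permutation p = 0.179), and gave no sign of an effect of 3ʹUTR composition.

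Of the 13 scores computed, 1 had an unadjusted p under 0.05, that of 10 liver genes, with −2.93 ± 0.32 (SD, n = 3) in the libraries labelled control and −1.77 ± 0.72 (SD, n = 5) in those labelled *Adipo-HuR-/-* (two-sided exact permutation p = 0.0357, 0.278 after Benjamini-Hochberg adjustment over the 13). The groups did not overlap, where chance gives 3.6% of scores, and no explanation was tested.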
